# Case study: Targeted RNA-sequencing of aged formalin-fixed paraffin-embedded samples for understanding chemical mode of action

**DOI:** 10.1016/j.toxrep.2022.04.012

**Published:** 2022-04-18

**Authors:** Michael D. Cannizzo, Charles E. Wood, Susan D. Hester, Leah C. Wehmas

**Keywords:** AIC, Akaike Information Criterion, BMD, Benchmark dose, BMD_A_, traditional benchmark dose based on apical endpoint, BMDL, lower 95% confidence limit of benchmark dose, BMDU, upper 95% confidence limit of benchmark dose, BMD_T_, transcriptomic benchmark dose, CPM, counts per million, DCA, dichloroacetic acid, DEG, differentially expressed gene, DOs, detector oligos, FDR, false discovery rate, FFPE, formalin-fixed paraffin-embedded, FROZ, frozen, GO, gene ontology, IRIS, Integrated Risk Information System, NAM, new approach method, Phred score, negative log10 of the base-calling error probability, RIN, RNA integrity number, RNA-Seq, RNA-Sequencing, TempO-Seq, Templated Oligo Sequencing, Formalin-fixed paraffin-embedded (FFPE), RNA-Seq, TempO-Seq, Dichloroacetic acid, DCA, Benchmark dose (BMD) analysis

## Abstract

Formalin-fixed paraffin-embedded (FFPE) samples are the only remaining biological archive for many toxicological and clinical studies, yet their use in genomics has been limited due to nucleic acid damage from formalin fixation. Older FFPE samples with highly degraded RNA pose a particularly difficult technical challenge. Probe-based targeted sequencing technologies show promise in addressing this issue but have not been directly compared to standard whole-genome RNA-Sequencing (RNA-Seq) methods. In this study, we evaluated dose-dependent transcriptional changes from paired frozen (FROZ) and FFPE liver samples stored for over 20 years using targeted resequencing (TempO-Seq) and whole-genome RNA-Seq methods. Samples were originally collected from male mice exposed to a reference chemical (dichloroacetic acid, DCA) at 0, 198, 313, and 427 mg/kg-day (n = 6/dose) by drinking water for 6 days. TempO-Seq showed high overlap in differentially expressed genes (DEGs) between matched FFPE and FROZ samples and high concordance in fold-change values across the two highest dose levels of DCA *vs.* control (R^2^ ≥ 0.94). Similarly, high concordance in fold-change values was observed between TempO-Seq FFPE and RNA-Seq FROZ results (R^2^ ≥ 0.92). In contrast, RNA-Seq FFPE samples showed few overlapping DEGs compared to FROZ RNA-Seq (≤5 for all dose groups). Modeling of DCA-dependent changes in gene sets identified benchmark doses from TempO-Seq FROZ and FFPE samples within 1.4-fold of RNA-Seq FROZ samples (93.9 mg/kg-d), whereas RNA-Seq FFPE samples were 3.3-fold higher (310.3 mg/kg-d). This work demonstrates that targeted sequencing may provide a more robust method for quantifying gene expression profiles from aged archival FFPE samples.

## Highlights

• Targeted RNA-Seq outperformed traditional RNA-Seq DCA changes in gene expression of >20 yr old FFPE liver samples.
• Targeted RNA-Seq of FFPE showed improved gene expression concordance and BMD estimates with paired FROZ samples as opposed to RNA-Seq of FFPE.
• Exon-targeted probes and direct lysis of FFPE samples for targeted RNA-Seq may circumvent some of the fixation-related damage to nucleic acids.
• Gene set-based BMD estimates from short-term studies may be useful in measuring biologic potency of chemicals in the absence of long-term studies.

## 1 Introduction

In recent years there has been increasing focus on the use of alternative or new approach methods (NAMs) for human health and safety assessment of chemicals. These methods are intended to increase efficiency and human relevance of toxicity testing while reducing reliance on traditional animal studies [24], [30]; [13]. A cornerstone of these efforts is the identification of molecular biomarkers that can be anchored to target pathways and ultimately used to predict adverse phenotypic effects. Biorepositories, which contain millions of curated tissue samples, often from unique toxicological and clinical studies, provide a rich and ready-made resource for biomarker discovery, adverse outcome pathway development, and dose response analysis. Greater availability of molecular data from archival samples directly linked to a pathologic outcome would support NAM efforts and enable more rapid chemical risk prioritization, while reducing the need for new *in vivo* studies.

Benchmark dose (BMD) analysis has been used for several decades to determine chemical potency and health guidance values based on modeling of adverse phenotypic responses. More recently, multiple studies have shown that BMD analysis of gene expression data from short term *in vivo* studies can provide useful surrogates for traditional morphologic or “apical” endpoint BMDs [12], [16], [18], [19], [33], [4]. Archival tissue samples may provide a convenient and large-scale resource for this latter approach, by anchoring different NAMs to adverse phenotypic effects *via* short term gene expression responses. Historically, formalin fixation-induced changes in archival samples have been a major obstacle to this approach, given that the vast majority of samples within biorepositories are stored as formalin-fixed paraffin-embedded (FFPE) blocks. While this preservation method works well for long term preservation of tissue morphology, it introduces damage to nucleic acids and other macromolecules in fixed tissues over time which limits their use for gene expression analyses [15], [18], [28], [36].

Advances in RNA-Sequencing technologies (RNA-Seq) are helping to overcome the challenges associated with obtaining reliable gene response data from FFPE samples. One of the major factors driving lower quality RNA from FFPE samples is age in FFPE block, which increases RNA fragmentation and causes chemical modifications like formaldehyde adducts and covalent crosslinks [11], [2], [22], [23], [25]. While specialized RNA extraction techniques [10], [22], [28], [39], ribo-depletion RNA-Seq library preparations [37], and whole-genome RNA-Seq methods [18], [26], [27] can help rescue gene expression signals from recently archived FFPE samples, these approaches have shown limited success for aged samples stored for extended periods of time (>10 years). In one example [18], RNA-Seq analysis of more recently collected FFPE samples (~2 years old) showed highly concordant gene responses compared to fresh-frozen. In contrast, the same methods applied to aged FFPE tissue samples (>20 years old) detected only the most abundant transcripts and showed dramatic reductions in transcript alignments and marker gene counts (−88% and −97%, respectively) relative to their fresh-frozen pairs, highlighting the deleterious impact of age in FFPE block [18].

More recently, several studies have described a probe-based technique called Template Oligo Sequencing, or TempO-Seq, for gene expression profiling without the need for RNA isolation or pre-amplification [29], [41], [5]. Notably, this method was able to detect consistent gene expression profiles from decades-old FFPE cancer tissue replicates from the same animal or human donor [34] and demonstrate concordant gene expression data between flash-frozen (FROZ) and FFPE samples 5–10 years old [35]. Compared to standard whole-genome RNA-Seq methods, TempO-Seq uses direct detector oligo (DO) hybridization rather than reverse transcription. DOs anneal to RNA sequences of < 100 nt potentially making this platform better suited to samples with highly degraded RNA.

The goal of this case study was to evaluate the quality metrics and quantitative dose responses in gene expression data from aged FROZ and FFPE tissue sample pairs (>20 years old) using the TempO-Seq platform and to compare these profiles with those obtained using Illumina whole-genome RNA-Seq technology. To do this, we identified differentially expressed genes (DEGs) induced by a well-studied reference chemical (dichloroacetic acid, DCA) in paired FFPE and flash-frozen (FROZ) samples using TempO-Seq and then compared those results to previous total RNA-Seq data generated from the same paired samples (Fig. 1). We should note that although many biorepositories contain older FFPE samples, it is exceedingly rare to have paired FROZ and FFPE tissue samples > 20 years old from a controlled multi-dose chemical toxicology study. This sample set thus provided a unique opportunity to evaluate sequencing methods specifically in aged samples. As a proof-of-concept application, we also quantified dose-dependent changes in coordinated gene responses across these two platforms and evaluated BMD estimates for transcriptional *vs.* apical effects.

**Fig. 1:**
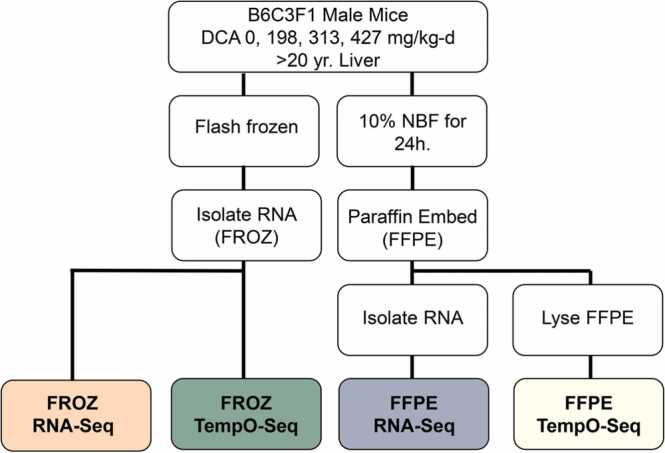
Experimental overview. The goal of the study was to evaluate gene expression profiles using TempO-Seq on aged formalin-fixed paraffin-embedded (FFPE) samples compared to paired frozen (FROZ) samples (n = 6/dose level/preservation). Previous RNA-Sequencing (RNA-Seq) profiles were used as referent data (n = 6/dose level/preservation). Samples consisted of paired liver tissue from male mice exposed to multiple dose levels of dichloroacetic acid (DCA) by drinking water for 6 days that were either flash frozen or formalin-fixed in 10% neutral buffered formalin (NBF) for 24 h. followed by paraffin-embedding. Samples were then subjected to RNA-Seq and TempO-Seq > 20 years later.

## 2 Materials and methods

### 2.1 Study design

Paired archival FFPE and FROZ liver samples were collected from 4-week-old male B6C3F1 mice in a 6-day cell proliferation experiment completed in 1994. DCA (CAS 79–43–6, Aldrich, Milwaukee, WI) was administered to mice *via* drinking water at 0, 1.0, 2.0 and 3.5 g/L (as described in DeAngelo et al. [42]). Daily intake values were estimated at 0, 198, 313 and 427 mg/kg-d [18]. All animals were maintained under standard housing conditions at the U.S. Environmental Protection Agency (U.S. EPA) AAALAC-accredited facility (Research Triangle Park, NC). Animal care and use protocols were approved by the Institutional Animal Care and Use Committee at U.S. EPA.

At necropsy, each liver sample was divided and either flash frozen (FROZ) in liquid nitrogen before storage at − 70 to − 80 °C (U.S. EPA in Research Triangle Park, NC) or fixed in commercial 10% buffered formalin for ~24 h before transfer to 70% ethanol as described in Hester et al. [18]. Formalin fixed tissue samples then underwent standard histology processing, which occurred within 18 months of sample collection. After processing, FFPE samples were stored at ambient temperature in a warehouse (U.S. EPA Archives, Arlington, VA). FROZ samples were collected from the left lateral caudate and right medial liver lobes, whereas FFPE samples were collected from the left lateral and right medial liver lobes. RNA isolation and RNA-Seq occurred ~21 years after collection and preservation.

### 2.2 RNA isolation, sample preparation and sequencing

#### 2.2.1 RNA sequencing

RNA was isolated from aged FROZ and FFPE samples (n = 6 per dose group for each preservation), as previously described in Lake et al. [43] and Hester et al. [18], respectively. Briefly, RNA from FROZ samples was isolated using homogenization and RNAzol® RT (cat #RN 190; Molecular Research Center, Cincinnati, OH) followed by purification using a RNeasy MinElute column (Qiagen, GmbH, Hilden, Germany). RNA purity and concentration were assessed by Agilent Bioanalyzer (RNA 6000 Pico Kit cat #5067–1514 or Nano Kit 5067–1529; Agilent Technologies GmbH, Berlin, Germany), NanoDrop™− 2000 spectrophotometer (ThermoFisher Scientific, Waltham, MA), and Qubit fluorometer (RNA BR Assay Kit cat #Q10210 or HS Assay Kit cat #Q32852; ThermoFisher Scientific, Waltham, MA).

FFPE RNA for total RNA-Seq was isolated using 2, 10-µm sections that were deparaffinized (Deparaffinization Solution, cat #19093; Qiagen), protease-digested at 56 °C for 15 min, incubated at 80 °C for 15 min, DNAse-treated, and then purified on RNeasy MinElute spin column (Qiagen AllPrep® DNA/RNA FFPE Kit; cat #80234) according the manufacturer protocol. RNA concentration and purity were assessed the same way for FFPE and FROZ samples.

RNA-Seq data from FROZ and FFPE samples were previously generated and analyzed as described in Hester et al. [18]. The FASTQ files are available through Gene Expression Omnibus (www.ncbi.nim.nih.gov/geo/; GEO Accession #GSE78962). Briefly, RNA was converted to cDNA using Illumina TruSeq Stranded Total RNA preparation kit (#RS-122–2303, Illumina, San Diego, CA). Ribosomal RNA was removed by a biotinylated probe (Ribo-Zero Gold Library Prep Kit, #RS-122–2303, Illumina, San Diego, CA). Samples were then purified and fragmented *via* incubation with divalent cations. Fragmentation times were reduced for FFPE samples. Size distribution and integrity were measured using an Agilent Bioanalyzer (DNA 1000 kit #5067–1504). cDNA libraries were quantitated by qPCR (KAPA Library Quant Kit #KK4824, KAPA Biosystems, Wilmington, MA) and normalized to 2 nM. Samples were labeled with barcodes, pooled, and sequenced to a target read depth of 25 million at Expression Analysis (EA Genomic Services, Q2 Solutions -- a Quintiles Quest Joint Venture, Durham, NC) with 8 samples per sequencing lane using the Illumina HiSeq 2000 platform with 2x50bp-paired end reads. The mean RNA integrity number (RIN) values for FROZ and FFPE samples were 3.09 and 2.41 respectively with standard deviations of 0.49 and 0.50. The mean RNA 260/280 values for FROZ and FFPE samples were 1.72 and 1.88 respectively with standard deviations of 0.05 and 0.04.

#### 2.2.2 TempO-seq

Previously isolated FROZ RNA was used in the TempO-Seq assay. FFPE samples used 2 adjacent, 10-μm slices of the same FFPE liver samples (now ~24 years-old) used for total RNA-Seq. FFPE sections were treated with mineral oil to remove paraffin and then lysed using BioSpyder Lysis buffer. Libraries were prepared as described in Trejo et al. [34]. FROZ RNA or FFPE lysate was processed in annealing buffer with DOs, probes that have high selectivity for 21,451 *Mus musculus* target genes (Whole Genome Mouse Assay, BioSpyder Technologies; Carlsbad, CA). After oligo ligation, a nuclease mixture was added to digest unbound or erroneously bound DOs. A final ligase mix was added to facilitate addition of a single primer pair. The ligases were deactivated with heat and the probes were amplified by PCR, which added sample specific barcodes that flank the target sequence and are inserted into the standard Illumina adaptors. PCR-amplified and barcoded samples were then pooled into a single library, purified, and sequenced. TempO-Seq RNA samples were sequenced on the Illumina HiSeq 2500 platform with 50-bp single-end reads to a target read depth of 5 million. Overly abundant transcripts were attenuated equally across all samples to save sequencing reads. The adjustment factors are reported in (Supplementary Table 1). Assay controls identified 95.7% mapped reads (>7.78 million reads) in the positive control with a signal to noise ratio of 303:1. TempO-Seq FASTQ files are available from NCBI GEO accession #GSE186113.

#### 2.2.3 Sequencing analyses

Sequenced data were analyzed using Partek Flow (Partek build version 9.0.20.0202, St. Louis, MO). Prior to upload into Partek Flow, total RNA-Seq FASTQ files were demultiplexed and clipped using EA-utils tools package to remove sequencing adapters and low-quality bases from both ends of reads (EA Genomic Services, Q2 Solutions -- a Quintiles Quest Joint Venture, Durham, NC). Poor quality sequences were filtered if they had an average Phred score < 25, consisted of homopolymers, or were < 25 nucleotides long. TempO-Seq sequencing reads were demultiplexed and adapters trimmed using standard Illumina sequencer software to generate FASTQ files for each sample. Both datasets were uploaded to Partek Flow for alignment and differential expression analysis. Paired-end RNA-Seq reads and single-end TempO-Seq reads were each aligned to *Mus musculus* transcriptome (MM10) using Spliced Transcripts Alignment to a Reference (STAR, v2.6.1d). Aligned total RNA-Seq reads and TempO-Seq reads were quantified into gene counts using Partek Expectation Maximization and RefSeq Transcripts 92 annotation build. A zero-count offset of 0.0001 was added to all genes across all samples prior to filtering. This offset is recommended for the Partek analysis pipeline. Genes with low expression (geometric mean ≤ 1 across) across all samples regardless of treatment status were removed. Counts were CPM-normalized (count per million mapped reads to adjust for read differences between sample libraries), log2 transformed, and analyzed for significant differentially expressed genes (DEGs) using Partek Gene Specific Analysis (GSA) to multiple models (negative binomial, normal and log-normal). The lowest corrected Akaike Information Criterion (AIC) was used to select the gene model fit. Significant DEGs were defined as genes with false discovery rate (FDR)-adjusted p-value < 0.05 [3] and absolute fold change > 2.

#### 2.2.4 Benchmark dose modeling

BMD analysis identifies the dose at which a traditional apical endpoint like liver weight or a nontraditional endpoint like gene expression change compared to vehicle controls by a set benchmark response factor (BMR) such as 10%. For this study, DCA concentrations were converted to estimated intake values of 0, 198, 313 and 427 mg/kg-day [18]. The apical BMD calculated for the U.S. EPA Integrated Risk Information System (IRIS) risk assessment of DCA (EPA 2003) used data from DeAngelo et al. [44]. Data were converted to human equivalent dose in the IRIS document. Therefore, to be comparable with mouse, we employed U.S. EPA Benchmark Dose Software (BMDS, v3.2) to calculate the mouse BMD using a BMR= 0.10 and settings recommended in the Benchmark Dose Technical Guidance Document [9]. As with the IRIS assessment, the high dose level was excluded from the analysis, the incidence of hepatocellular adenomas or carcinomas was fit, and the model with the best fit p-value and lowest AIC was used to set the BMD. The full results are included in Supplementary Table 2.

For the gene expression data, low count filtered and CPM-normalized FROZ and FFPE count matrices were loaded into BMDExpress v2.3 (https://github.com/auerbachs/BMDExpress-2/releases; [31]) and analyzed separately. The only difference with these count matrices compared to those used for Partek Flow is that a zero-count offset of 1 was used prior to log_2_ transformation. BiomaRt [6], [7] was used to convert gene symbols to Ensembl identifiers for BMD analysis and gene identification mapping in R v4.0. BMDExpress analysis proceeded as follows. Genes were initially filtered by ANOVA (p-value <0.05) and a maximum absolute fold change > 2. Data were then fitted assuming constant variance to linear, power, Hill model, polynomial (2 and 3) and exponential (2, 3, 4 and 5) models with a BMR set at 1.349 times the standard deviation of the vehicle controls with a 10% increase in tail area [40]. The best polynomial model was selected based on a Nested Chi Square Test, and best overall model was selected based on the lowest AIC. The Hill model was flagged if the ‘k’ parameter was < 1/3 the lowest positive dose. In the case where a flagged Hill model was identified as best overall model fit, the next best model with a p-value > 0.05 was selected. Genes were mapped to Reactome pathways and gene ontology (GO) biological process terms for identification of gene set BMDs in BMDExpress v2.3. Enrichment required at least 3 genes to map, a ratio between the upper and lower 95% confidence limit of the BMD (BMDU:BMDL ratio) < 40, a BMD < highest tested dose and a Two-Tailed Fisher’s Exact Test, p-value < 0.05. The lowest median pathway or GO term was used to set the final gene set or transcriptomic BMD (BMD_T_). If there were multiple pathways tied for the lowest median pathway or GO term BMD_T_ and BMDL_T_, the pathway with the lowest Two-Tailed Fisher’s Exact Test was used. This approach was selected as it has previously been shown to provide BMD_T_ estimates that tend to be conservative if not consistent, within 3-fold, of the traditional apical BMDs, when focusing on target tissues [33]. The BMDExpress outputs from ANOVA filtering, model fits, and mapping to enriched gene sets can be found in Supplementary Tables 3, 4 and 5, respectively.

#### 2.2.5 Other statistical analyses

The influence of preservation (FROZ *vs.* FFPE) on sequencing post-alignment metrics and biomarker genes was assessed for normality and homogeneity of variance using the Shapiro Wilk Test and Levene’s Test, respectively. Most of these data were not normally distributed, and the sample size was relatively small; thus, the Wilcoxon Signed Rank Test for nonparametric, paired data was used to determine whether the FFPE groups were statistically different from matched FROZ controls in R v4.0 [32] using the stats, car and clinfun packages. For determining dose-dependent DCA effects of marker genes by platform and preservation method, we first employed a Kruskal-Wallis Rank Sum Test to determine group level differences (DCA *vs.* control) and then a Jonckheere Trend Test (two-sided) to see if there were any dose-dependent effects. If significant group level and dose-dependent differences were observed, we employed a Wilcoxon Rank Sum Test (two-sided) with a Benjamini-Hochberg FDR correction for multiple comparisons (corrected p-value <0.05) [3]. Summary statistics are reported as mean ± standard deviation and significance determined by p-value < 0.05 unless otherwise indicated.

## 3 Results

### 3.1 Global alignment metrics reflect platform dependent differences

We used a paired study design with matching FROZ and FFPE liver tissue samples from DCA-exposed mice to evaluate TempO-Seq relative to established RNA-Seq technology (Fig. 1). 

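The TempO-Seq part of the study was analysed here from the 2 tables of expression values that the authors deposited, 1 for FROZ and 1 for FFPE. Each table holds 24 libraries from the same 24 male B6C3F1 mice, 6 given the vehicle and 6 for each dose of DCA in drinking water (198, 313 and 427 mg/kg-d), so that each mouse gave 1 FROZ and 1 FFPE library. In TempO-Seq, detector oligos that anneal side by side on a target transcript are ligated, amplified by PCR and counted, and a read stands for a ligated probe. The authors aligned the reads to mm10 with STAR, counted them on genes by expectation maximization, removed genes whose geometric mean over the libraries was 1 or less, scaled the remaining counts to CPM, and deposited log2(CPM + 1). The FROZ table lists 11275 genes and the FFPE table 6673 genes, with 6591 genes in both. CPM were scaled after the filter and separately in each table, so a FROZ level and an FFPE level are shares of different sets of genes, and effects of DCA were estimated within a table. Within a library, most low values were whole multiples of the smallest step, which is the CPM of 1 read. This held for 95.8 to 96.9% of the low values in FROZ libraries and for 69.9 to 95.1% in FFPE libraries. The reads on listed genes that follow from this step ranged from 6.69 to 9.84 M per library in FROZ (1 M is 1000000 reads) and from 1.83 to 6.01 M in FFPE. The CPM of 1 read was 0.102 to 0.150 in FROZ and 0.166 to 0.546 in FFPE. A value of 0 allows up to 3 reads, and since PCR reads without molecular identifiers are not independent molecules, this limit covers counting error only. The 2 libraries of a mouse were paired by animal number. After the mean of each dose group was taken out of 4815 genes, the FROZ library correlated best with the FFPE library of its own animal, among those of its dose group, for 21 of 24 animals, with a median r across genes of 0.128.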

Overall, we observed relatively good RNA quality of the > 20 yr. old FROZ samples compared to the matched FFPE samples. This was not immediately obvious when comparing RIN values (<4) but was apparent from global alignment results. RNA-Seq FFPE detected between 26.6 and 33.7 million reads with very low percent alignment (range: 5.0–14.1%) to the reference genome across the different dose levels compared to FROZ, which detected 31.0–32.8 million reads and 87.7–88.5% alignment (Supplementary Table 6). Most RNA-Seq FFPE quality metrics displayed unfavorable differences with matched RNA-Seq FROZ, including significantly reduced percent read coverage of the reference assembly (by 88.7–98.3%, Wilcoxon Signed Rank test, p-value <0.05) and significantly reduced percent unique read alignment (by 83.0–93.8%) (Supplementary Table 6). RNA-Seq FFPE also demonstrated dramatic shifts in location of alignment compared to matched FROZ. On average, RNA-Seq FFPE had 77.2–82.3% alignments to either intron and intergenic regions, or non-protein coding potions of the genome, while matched FROZ had 42.0–44.3%. Only 16.3–21.8% of RNA-Seq FFPE samples reads mapped to exonic regions, whereas the percent of RNA-Seq FROZ reads mapped to exon regions was significantly higher ranging from 46.7% to 48.3% (Fig. 8) RNA-Seq FFPE samples also demonstrated 97.9–99.7% fewer exon to exon junctions compatible with the reference assembly compared to RNA-Seq FROZ (Supplementary Table 7).

Conversely, TempO-Seq had fewer total reads mapped for FROZ and FFPE (between 8.3 and 9.5 and 7.7–8.4 million reads, respectively) compared to RNA-Seq. This is at least partly due to the read attenuation step that occurs during the TempO-Seq method. 

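Counted on the genes of the table, the 6 FROZ libraries of a dose held a median of 9.11 M reads for the vehicle controls and of 7.79, 7.53 and 8.60 M for the 3 doses in rising order. For the 6 FFPE libraries of a dose the medians were 5.28, 3.38, 3.82 and 5.10 M reads. The FFPE library of animal 49 (198 mg/kg-d) held the fewest, at 1.83 M. These counts leave out reads on genes that the authors' low-expression filter removed, and totals of mapped reads were not used here. The 10 genes with the most reads took 11.6 to 16.1% of the reads in a FROZ library and 18.4 to 26.7% in an FFPE library. Supplementary Table 1 of the paper lists attenuation factors from 2 to 28 for 531 probes of 492 genes, of which 339 are in the FROZ table.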

Unlike RNA-Seq, the difference between total mapped reads for TempO-Seq FFPE was not always significantly less than TempO-Seq FROZ, depending upon the dose level (Supplementary Table 6). Both paired TempO-Seq sample types also maintained a higher proportion of alignment to the reference genome at 98.1–98.5% for FROZ and 50.1–71.2% for FFPE. 

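Among genes of the tables, the FFPE library held fewer reads than the FROZ library of the same animal in 6 of 6 pairs at every dose (exact sign-flip test over 6 pairs, two-sided, p = 0.0312 at each of the 4 doses, the smallest p that 6 pairs allow and the same after Benjamini-Hochberg adjustment over the doses). This test was chosen after the values were seen. The FFPE library held a median of 57.8, 45.9, 53.1 and 60.4% of the reads of its FROZ pair, from the controls to the highest dose. Over the genes listed in both tables, this share ranged from 24.1% for animal 49 to 76.7% for animal 51.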

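Of all values, 7.57% were 0 in the FFPE table and 0.316% in the FROZ table. The median number of genes at 0 per FROZ library was 28.5, 38.5, 42.5 and 30.5 of 11275 genes for the controls and the 3 doses in rising order. In FFPE libraries it was 279.5, 982, 632 and 134 of 6673 genes, and single libraries ranged from 65 to 1582. More genes were at 0 in FFPE than in FROZ in 6 of 6 pairs at each dose (exact sign-flip test, two-sided, p = 0.0312). The numbers in FFPE libraries differed between the dose groups (Kruskal-Wallis statistic with 100000 permutations, p = 0.0126) without an ordered trend (Jonckheere statistic, two-sided, permutation p = 0.321). Against the vehicle controls, no dose differed after Benjamini-Hochberg adjustment over the 3 doses (exact rank sum test, two-sided, p = 0.0649, 0.132 and 0.180, all adjusted to 0.180). Libraries of the same dose and preservation had a median Pearson r across genes of 0.987 in FROZ. In FFPE the corresponding medians were 0.771, 0.582, 0.645 and 0.833 from the vehicle controls to the highest dose.

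**Figure D1:**
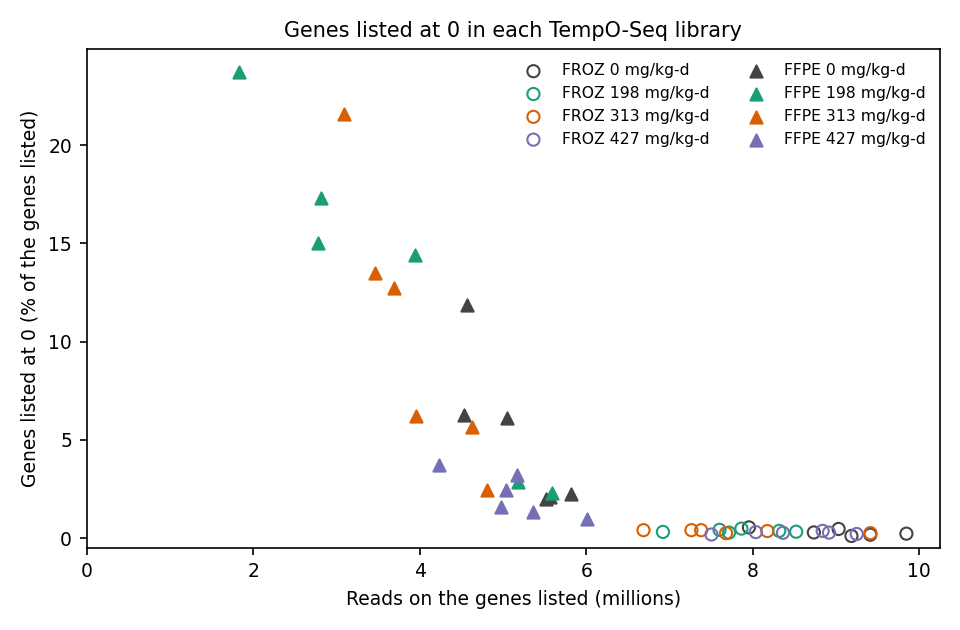
Percentage of the genes of the table listed at 0 (y axis) against the reads on listed genes in M (x axis), with a point for each of the 48 libraries. Open circles are FROZ and filled triangles FFPE, coloured by dose. FROZ libraries lie near 0% and FFPE libraries spread from 0.974% (animal 99) to 23.7% (animal 49).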

While TempO-Seq FFPE samples had several significant differences in quality metrics compared to paired TempO-Seq FROZ, the magnitude of difference was less drastic than that for RNA-Seq results. TempO-Seq FFPE had reduced read coverage (by 27.2–39.0%) and reduced unique read alignment (by 26.4–49.2%) compared to TempO-Seq FROZ but nowhere near as high as the differences observed between RNA-Seq FROZ and FFPE. Platform differences in alignment specificity could partially explain the less drastic preservation-related differences in quality metrics for TempO-Seq samples. For instance, both FROZ and FFPE TempO-Seq samples consistently had > 94% of reads aligned to exon regions. Because TempO-Seq probes exclusively target exon regions, intronic and intergenic read alignments remained low at < 4%. Furthermore, TempO-Seq FFPE had around 5 times the mean proportion of exon-aligned reads compared to RNA-Seq FFPE (Fig. 2). Detection of compatible exon to exon junctions was significantly reduced in TempO-Seq FFPE relative to TempO-Seq FROZ (by 59 ± 4.6%) but not as extreme as the decline observed for RNA-Seq FFPE (Supplementary Table 7).

**Fig. 2:**
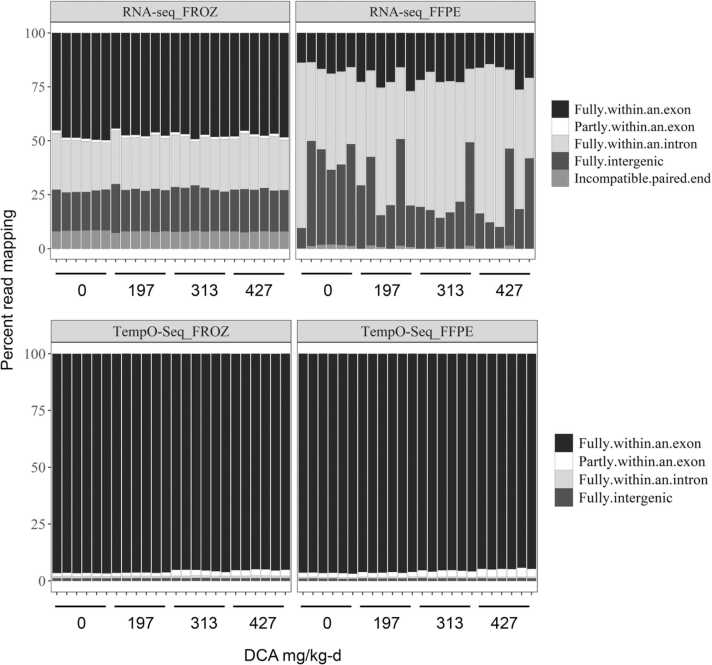
Read alignment across TempO-Seq and RNA-Seq FFPE and matched FROZ samples. RNA-Seq method used paired end reads which requires both ends to align within a region to be considered fully exonic, intronic, or intergenic. TempO-Seq uses a single read. FFPE-formalin-fixed paraffin-embedded, FROZ-frozen, seq-sequencing.

### 3.2 Gene responses were concordant between paired samples and across technologies

RNA-Seq of FROZ samples detected a dose-dependent increase in the number of DEGs from 50 to 731 (for 198–427 mg DCA/kg/d) compared to vehicle controls, whereas paired FFPE samples had drastically reduced detection of DEGs (0−28) across all dose levels. The low number of FFPE DEGs showed minimal overlap with paired FROZ (only 2 and 5 DEGs at the two highest DCA dose levels). Despite a large loss in gene counts, RNA-Seq FFPE fold changes across DEGs were still highly concordant with paired FROZ at the 427 mg/kg-d dose (R^2^ = 0.975; n = 5 common genes), suggesting that the detectable changes for the RNA-Seq FFPE groups were due to DCA treatment and not noise (Fig. 3). When RNA-Seq FROZ DEGs were compared to common genes that did not meet statistical thresholds detected in paired FFPE samples, a few additional common genes were identified between groups (3 and 6 genes for 313 and 427 mg/kg-d doses, respectively).

**Fig. 3:**
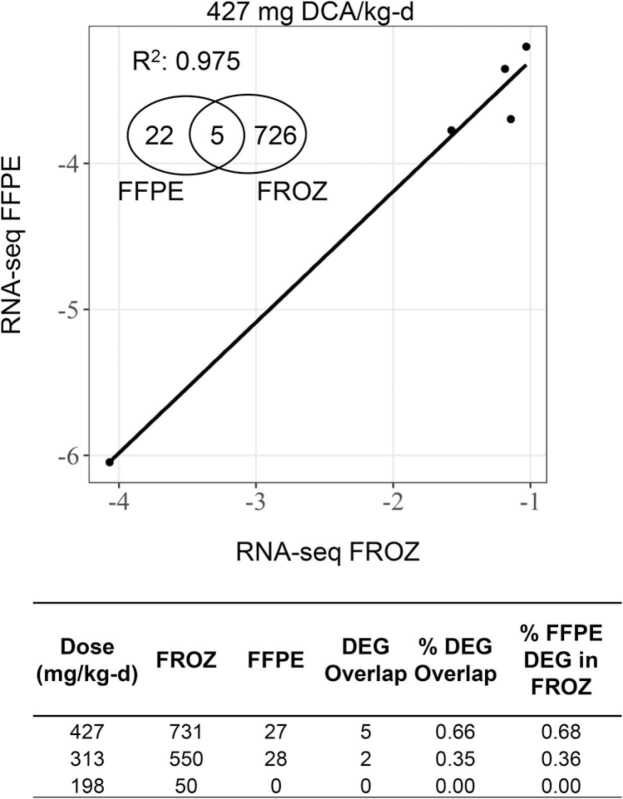
Comparison of RNA-Seq DEGs induced by DCA between paired FROZ and FFPE liver tissue samples reveal few DEGs in FFPE samples across all dose levels. A. Regression analysis of the intersection in log_2_-transformed fold-change values in DEGs between paired RNA-Seq FFPE and RNA-Seq FROZ liver tissue samples induced by DCA at 427 mg/kg-d *vs.* vehicle control B. Total RNA-Seq DEGs induced by DCA in paired FROZ and FFPE tissue samples and overlap in DEGs relative to FROZ samples. DEGs were defined with these parameters: absolute value (fold change)> 2, FDR-adjusted p-value< 0.05. Percent DEG overlap calculated as DEG Overlap/(FFPE + FROZ DEGs)* 100. Percent FFPE DEG in FROZ calculated as (DEG Overlap/FROZ DEGs)* 100. Abbreviations. DEG-differentially expressed genes, DCA- dichloroacetic acid, FFPE-formalin-fixed paraffin-embedded, FROZ-frozen, RNA-Seq- RNA-Sequencing, FDR- false discovery rate.

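Each dose of DCA was compared with the vehicle controls by limma, with a variance prior that follows the mean, fitted to log2(CPM + 1) of the 24 libraries of a table, and a DEG had an FDR under 0.05 and a fold change above 2. In FROZ, 12, 261 and 395 of the 11275 genes were DEGs at 198, 313 and 427 mg/kg-d, and 176, 3010 and 3391 genes had an FDR under 0.05 whatever their fold change. Of these DEGs, 5, 161 and 255 increased, which is 41.7, 61.7 and 64.6%. The median log2 fold change of all genes was 0.07, 0.11 and 0.10, and with libraries scaled by their median ratio to a common reference it lay within 0.01 of 0. Under that scaling 30.8, 47.2 and 49.9% of 13, 254 and 385 DEGs increased, so that increases were no longer the larger part at 313 and 427 mg/kg-d. Of all alternatives, an offset of 0.1 CPM in place of 1 moved these counts most, to 22, 467 and 577 DEGs. Without animal 53, 7 genes were DEGs at 198 mg/kg-d. At 427 mg/kg-d, the 6 treated animals all lay outside the range of the 6 controls for 323 of the 395 DEGs and for 14.7% of all genes, where chance gives 0.216%. The 5 DEGs with the largest decrease among those 323 were Ugt2b38, Lrtm1, C9, Elovl3 and Lpin1.

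Ugt2b38 (chromosome 5 of GRCm38, 87409942 to 87424203) fell from 5.07 ± 0.38 (SD, n = 6) on the log2(CPM + 1) scale in controls to 1.96 ± 0.54 at 427 mg/kg-d, a log2 fold change of -3.11 (standard error 0.27, limma FDR 1.29e-09). Of its 50-base windows, 37.4% also occur in another gene, most often Ugt2b5. Lrtm1 (chromosome 14, 29018208 to 29033645) fell from 3.51 ± 0.31 to 0.51 ± 0.28, a log2 fold change of -2.99 (standard error 0.21, FDR 2.81e-11). C9 (chromosome 15, 6445327 to 6498751), which encodes a complement component, fell from 12.59 ± 0.32 to 9.66 ± 0.53, a log2 fold change of -2.94 (standard error 0.18, FDR 4.92e-12). For Elovl3 (chromosome 19, 46131897 to 46135694), a fatty acid elongase gene, the change was from 12.28 ± 0.29 to 9.53 ± 0.73, a log2 fold change of -2.75 (standard error 0.26, FDR 6.39e-09). For Lpin1 (chromosome 12, 16535669 to 16610966) it was from 8.78 ± 0.44 to 6.15 ± 0.37, a log2 fold change of -2.63 (standard error 0.20, FDR 1.09e-10). All 6 treated animals were below all 6 controls for each of the 5 genes, and the changes exceeded the spread between animals.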

As with RNA-Seq FROZ tissue samples, TempO-Seq FROZ samples demonstrated a dose-dependent increase in DEGs ranging from 14 for the 198 mg/kg-d dose to 535 for the 427 mg/kg-d dose compared to vehicle controls. 

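In FFPE, the same comparisons gave 4, 54 and 121 DEGs among the 6673 genes of the table at 198, 313 and 427 mg/kg-d, and 4, 72 and 161 genes at an FDR under 0.05 alone. The 4 DEGs at 198 mg/kg-d, named after their values were seen, were Tmem140 (log2 fold change 2.31), Lpin1 (-2.29), Ugt2b35 (1.61) and Sds (-1.18). At 313 and 427 mg/kg-d 39 and 82 DEGs increased (72.2 and 67.8%). With median-ratio scaling 39 of 56 and 69 of 123 DEGs increased (69.6 and 56.1%). Single animals decided the lower counts. Without animal 50, 34 genes were DEGs at 198 mg/kg-d, and without animal 78, 102 genes were DEGs at 313 mg/kg-d. Of these, 26 and 43 decreased. Both left-out FFPE libraries had few genes at 0, 191 and 163 against medians of 982 and 632 in their dose groups. Whether values at 0 in the remaining libraries made the added calls was not tested, so they need not be a response to DCA. At the highest dose 281 genes were DEGs when limma weighted the libraries by their array quality, and 232 when only the libraries of the 2 groups entered the model. The count fell to 89 with a variance prior without trend and to 90 with an offset of 0.0001. For 107 of the 121 DEGs at 427 mg/kg-d the treated animals all lay outside the range of the controls, against 4.48% of all genes. Among these, the largest decreases were those of Serpina1e, Cyp7b1, C9, Elovl3 and Lpin1, with all 6 treated animals below all 6 controls. Serpina1e (chromosome 12, 103946931 to 103958975), which encodes a serine protease inhibitor, fell from 11.54 ± 0.49 (SD, n = 6) to 6.27 ± 1.06 on the log2(CPM + 1) scale, a log2 fold change of -5.27 (standard error 0.37, limma FDR 2.43e-11), and shares 34.6% of its 50-base windows with other genes, most often Serpina1d. Cyp7b1 (chromosome 3, 18071950 to 18243338) had a log2 fold change of -2.83 (standard error 0.47, FDR 0.000201). The log2 fold changes of C9, Elovl3 and Lpin1 were -2.75, -2.68 and -2.46 (standard errors 0.22, 0.40 and 0.31, FDR 2.37e-10, 2.76e-05 and 1.61e-06).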

A similar trend was also observed in the paired TempO-Seq FFPE samples, which had 5–116 DEGs across dose groups and showed more DEGs at every dose compared to RNA-Seq FFPE. 

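Of the FROZ DEGs, 10, 172 and 276 at 198, 313 and 427 mg/kg-d are among the genes listed in both tables. The number of genes called in both preservations at the same dose was 1, 33 and 84, where 0.00607, 1.41 and 5.07 shared genes would follow from the sizes of the lists alone (Fisher's exact test, two-sided, p = 0.00606, 7.63e-40 and 1.28e-91). All of these had the same direction in FROZ and FFPE. The gene shared at 198 mg/kg-d was Lpin1, named after its values were seen, with log2 fold changes of -2.53 and -2.29. With array quality weights, the 2 preservations shared 150 DEGs at the highest dose. They shared 67 with a variance prior without trend and 60 with an offset of 0.0001.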

When comparing common DEGs between FFPE and matched FROZ, TempO-Seq had a higher number of DEG overlap with increasing dose (1–74 DEGs). There was also high agreement in fold changes between paired TempO-Seq FROZ and FFPE samples among common DEGs for the top two dose levels (R^2^ = 0.954 and 0.944 for 313 and 427 mg/k-d, respectively) (Fig. 4). This concordance remained relatively high for comparison with any TempO-Seq FFPE gene that matched TempO-Seq FROZ DEGs by dose level (R^2^ = 0.779 – 0.828), whereas overlapping genes numbers increased from 9 to 303 across each dose level (Supplementary Figure 1).

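Across the 33 and 84 DEGs called in both preservations at 313 and 427 mg/kg-d, R2 between the log2 fold changes was 0.944 (standard error 0.0349 from leaving out each animal in turn) and 0.933 (standard error 0.0194). These are correlations across genes, and genes are not independent replicates. The same animals gave both libraries, which alone can produce a correlation. In 100 random comparisons of 6 animals with 6 others, after the mean of each dose group was taken out and with the same animals in both preservations, the same genes gave a median R2 of 0.194 and 0.191 and highest values of 0.682 and 0.478. Genes were not chosen anew in each random comparison. Choosing genes that changed more than 2-fold in both preservations itself raises the real R2, and the random comparisons leave this out. At 198 mg/kg-d a single shared gene gives no R2. With the offset of 0.0001, R2 at 427 mg/kg-d was 0.870. From its comparison of FFPE with paired FROZ in DEGs and fold changes, the paper concludes that TempO-Seq of FFPE samples detects treatment-related changes better than RNA-Seq of FFPE samples does, and proposes that the probes avoid some of the damage that fixation does to nucleic acids.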

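Over all FROZ DEGs listed in FFPE, whether or not FFPE called them, R2 was 0.736, 0.813 and 0.836 at 198, 313 and 427 mg/kg-d (standard errors 0.315, 0.0379 and 0.0427), with slopes of FFPE on FROZ of 1.05, 0.962 and 0.958. The direction was the same for 10 of 10, 165 of 172 and 264 of 276 genes. The random comparisons of animals again used the genes chosen in the real one. They gave medians of 0.157, 0.0648 and 0.0612 for R2, and of 60, 59.9 and 59.6% for the share with the same direction. Their highest values were 0.676, 0.322 and 0.209 for R2, and 100, 73.8 and 68.1% for the direction. At 198 mg/kg-d a random comparison thus also gave the same direction for all genes. Over all genes of both tables R2 was 0.0224, 0.181 and 0.366. An offset of 0.0001 lowered R2 over FROZ DEGs to 0.366, 0.537 and 0.563, and an offset of 0.1 to 0.662, 0.683 and 0.756. The difference between the FFPE and FROZ responses was tested itself, by limma on the FFPE minus FROZ difference of each animal. It had an FDR under 0.05 for 2, 0 and 2 of 6591 genes at 198, 313 and 427 mg/kg-d, and an unadjusted p under 0.05 for 750, 487 and 146 genes. The spread in FFPE limits what this test can find, so few calls do not show equal responses. Over the genes of both tables the median residual SD was 1.36 in FFPE and 0.21 in FROZ. The median difference over genes was -0.27, -0.22 and 0.03. The 4 genes were Baz1a (log2 difference -3.74, FDR 0.0440) and Tmem140 (2.05, FDR 0.0440) at 198 mg/kg-d, and Serpina1b (-1.43, FDR 0.00415) and Serpina1e (-3.09, FDR 0.00415) at 427 mg/kg-d, named after their values were seen. The FFPE minus FROZ difference lay beyond that of all 6 controls in 5 of 6 animals for the first 2 genes and in 6 of 6 for the others. Without the animal as a block, Tmem140 did not pass (FDR 0.138, against 0.0400 to 0.0447 under the other 4 alternatives), and Itga9, named after its values were seen, passed at 313 mg/kg-d.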

**Fig. 4:**
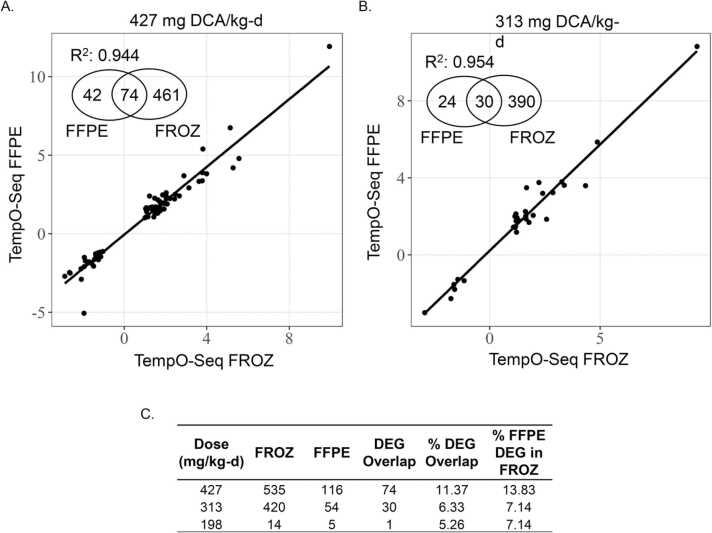
TempO-Seq identified more DCA-induced DEGs than RNA-Seq in aged FFPE liver samples and showed better concordance with paired FROZ samples. Regression analysis of the intersection in log_2_-transformed fold-change values in DEGs between paired TempO-Seq FFPE and TempO-Seq FROZ liver tissue samples induced by DCA at A. 427 mg/kg-d *vs.* vehicle control and B. 313 mg/kg-d *vs.* vehicle control. C. Total DCA-induced DEGs from paired TempO-Seq FROZ and FFPE tissue samples and overlap in DEGs relative to FROZ samples. DEGs were defined with these parameters: absolute value (fold change)> 2, FDR-adjusted p-value< 0.05. Percent DEG overlap calculated as DEG Overlap/(FFPE + FROZ DEGs)* 100. Percent FFPE DEG in FROZ calculated as (DEG Overlap/FROZ DEGs)* 100. Abbreviations. DEG-differentially expressed genes, DCA- dichloroacetic acid, FFPE-formalin-fixed paraffin-embedded, FROZ-frozen, RNA-Seq- RNA-Sequencing, FDR- false discovery rate.

Agreement in gene expression data was also seen across platforms. RNA-Seq FROZ and TempO-Seq FROZ not only identified similar numbers of DEGs across DCA dose levels but also good overlap in DEGs relative RNA-Seq FROZ (7–391 DEGs) with consistent fold changes in gene expression across platforms. The higher number of DEGs in RNA-Seq FROZ was expected, given that the method is not limited to a finite number of probes like the TempO-Seq platform. Despite this, there were still 391 DEGs shared between RNA-Seq and TempO-Seq FROZ at the 427 mg/kg-d dose, which was higher than the 144 TempO-Seq FROZ and 340 RNA-Seq FROZ unshared DEGs. Fold changes were also highly correlated (R^2^ = 0.950). This correlation in expression extended to the other dose levels, with R^2^ = 0.995 and 0.962 for 198 and 313 mg/kg-d dose groups, respectively (Fig. 5). 

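The RNA-Seq FROZ values beside which TempO-Seq was set here are the paper's own, the fold changes of 935 genes in Supplementary Table 3, of which 679 are named in the TempO-Seq FROZ table. These genes had passed the paper's filter on analysis of variance and 2-fold change in RNA-Seq, so R2 is measured on genes chosen for changing. The RNA-Seq libraries were not analysed here, and no value of R2 in the absence of a DCA effect was computed for animals that both platforms share. Over the TempO-Seq FROZ DEGs among them, 11, 220 and 337 at 198, 313 and 427 mg/kg-d, R2 between log2 fold changes across genes was 0.893, 0.840 and 0.857 (standard errors 0.0456, 0.00743 and 0.00659 from leaving out each animal). The direction was the same for 11, 220 and 335 of them. Over the 66, 405 and 560 genes whose RNA-Seq fold change exceeded 2, R2 was 0.375, 0.758 and 0.797. The slope of TempO-Seq on RNA-Seq over all 679 genes was 0.330, 0.597 and 0.651 with the offset of 1, and 0.522, 0.869 and 0.874 with an offset of 0.0001. An offset of 0.0001 in place of 1 moved R2 over the DEGs most at 313 mg/kg-d, to 0.904.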

Due to the overall loss in gene counts for RNA-Seq FFPE samples, comparisons to TempO-Seq (FROZ or FFPE) were not very informative. No more than 5 DEGs were shared with any TempO-Seq DEGs (Supplementary Table 8). However, when comparing the DEGs identified from TempO-Seq FFPE samples to RNA-Seq FROZ DEGs, we identified up to 80 DEGs per dose group, which showed highly concordant fold changes at the 313 and 427 mg/kg-d dose levels (R^2^ = 0.972 and 0.922, respectively; Fig. 6). 

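Among FFPE DEGs, 2, 37 and 92 at 198, 313 and 427 mg/kg-d have an RNA-Seq FROZ fold change in Supplementary Table 3, which names 358 genes of the FFPE table. R2 between the FFPE log2 fold changes and the paper's RNA-Seq values was 0.923 over the 37 genes and 0.858 over the 92 genes (standard errors 0.0201 and 0.0216), with the same direction for every one of them. The 2 genes at 198 mg/kg-d, too few for an R2, also had the same direction in both. With an offset of 0.0001 the values were 0.851 and 0.808.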

If the comparison was expanded to include any genes present in TempO-Seq FFPE that matched RNA-Seq FROZ DEGs at each dose level, the range in common genes increased from 14 at the 198 mg/kg-d dose to 308 at the 427 mg/kg-d dose. 

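Genes of the FFPE table whose RNA-Seq FROZ fold change in Supplementary Table 3 exceeded 2 numbered 29, 200 and 311 at 198, 313 and 427 mg/kg-d. Over these genes, called in FFPE or not, R2 of FFPE with the paper's RNA-Seq log2 fold changes was 0.538, 0.663 and 0.771 (standard errors 0.0787, 0.0360 and 0.0352). The direction was the same for 89.7, 91.5 and 95.2% of the genes. Over all 358 genes, R2 was 0.214, 0.621 and 0.764 and the slope of FFPE on RNA-Seq 0.725, 0.749 and 0.792, which an offset of 0.0001 raised above 1 (1.70, 1.41 and 1.28).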

The concordance in fold-change values was slightly less than TempO-Seq FROZ *vs.* RNA-Seq FROZ but still high (R^2^ =0.767 – 0.902; Supplementary Figure 2).

**Fig. 5:**
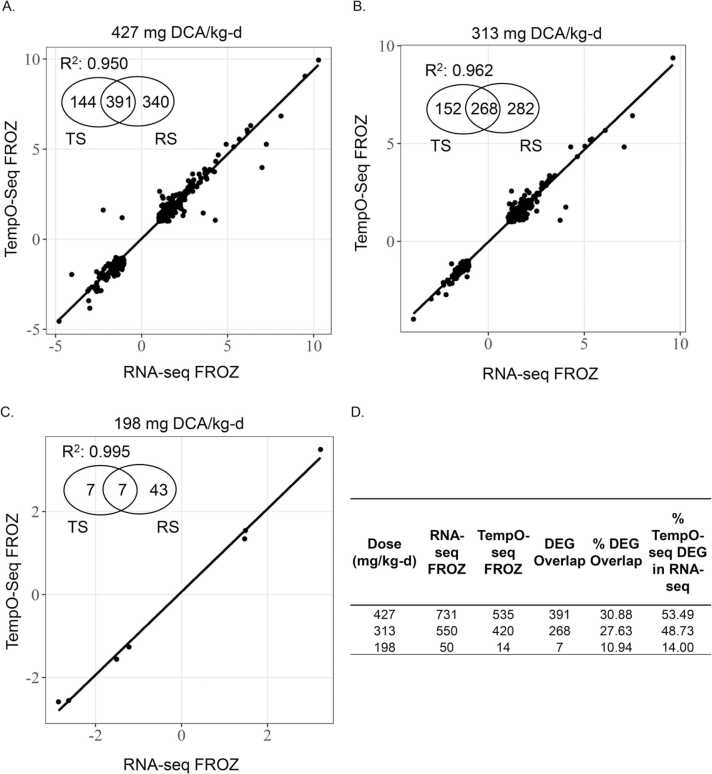
DCA-induced DEGs detected by TempO-seq in FROZ liver tissue remarkably consistent with DEGs detected by RNA-Seq of FROZ liver tissue. Regression analysis of the intersection in log_2_-transformed fold-change values in DEGs between TempO-Seq FROZ and RNA-Seq FROZ liver tissue samples induced by DCA at A. 427 mg/kg-d *vs.* vehicle control, B. 313 mg/kg-d *vs.* vehicle control and C. 198 mg/kg-d *vs.* control D. Total DCA-induced DEGs from TempO-Seq FROZ and RNA-Seq FROZ liver tissue samples as well as overlap in DEGs relative to RNA-Seq FROZ. DEGs were defined with these parameters: absolute value (fold change)> 2, FDR-adjusted p-value< 0.05. DEG overlap includes DEGs in common between RNA-Seq and TempO-seq. Percent DEG overlap calculated as DEG Overlap/(RNA-Seq + TempO-seq DEGs)* 100. Percent TempO-seq DEG in RNA-Seq calculated as (DEG Overlap/RNA-Seq DEGs)* 100. Abbreviations. DEG-differentially expressed genes, DCA- dichloroacetic acid, FFPE-formalin-fixed paraffin-embedded, FROZ-frozen, RNA-Seq- RNA-Sequencing, FDR- false discovery rate.

**Fig. 6:**
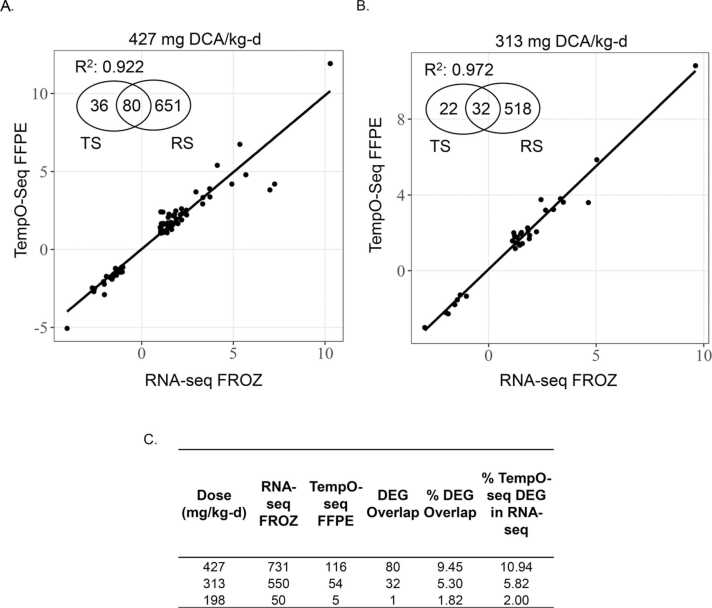
DCA-induced DEGs detected by TempO-Seq in FFPE liver tissue more consistent with DEGs detected by RNA-Seq of FROZ liver tissue than RNA-Seq of FFPE. Regression analysis of the intersection in log_2_ transformed fold-change values in DEGs between TempO-Seq FFPE and RNA-Seq FROZ liver tissue samples induced by DCA at A. 427 mg/kg-d *vs.* vehicle control and B. 313 mg/kg-d. *vs.* vehicle control C. Total DCA-induced DEGs from TempO-Seq FFPE and RNA-Seq FROZ liver tissue samples as well as overlap in DEGs relative to RNA-Seq FROZ. DEGs were defined with these parameters: absolute value (fold change)> 2, FDR-adjusted p-value< 0.05. DEG overlap includes DEGs in common between RNA-Seq and TempO-seq. Percent DEG overlap calculated as DEG Overlap/(RNA-Seq + TempO-seq DEGs)* 100. Percent TempO-seq DEG in RNA-Seq calculated as (DEG Overlap/RNA-Seq DEGs)* 100. Abbreviations. DEG-differentially expressed genes, DCA-dichloroacetic acid, FFPE-formalin-fixed paraffin-embedded, FROZ-frozen, RNA-Seq- RNA-Sequencing, FDR- false discovery rate.

### 3.3 Marker gene response shows TempO-Seq FFPE is more sensitive than Total RNA-Seq FFPE

We next investigated marker gene families present in both platforms that were known or likely to be influenced by DCA exposure (*i.e.* Acyl-CoA thioesterases (*Acot*) and Cytochrome p450 (*Cyp*) families) [18]. Here, RNA-Seq of FROZ samples detected 11 *Acot* and 43 *Cyp* genes with significant dose-dependent trends (Kruskal-Wallis test, p-value <0.05 and Jonckheere’s trend test, p-value <0.05). For paired FFPE, RNA-Seq identified only 2 *Acot* and 24 *Cyp* genes with significant dose-dependent trends in gene expression. Of these, 2 *Acot* and 19 *Cyp* genes were consistent with paired FROZ (Supplementary Table 9). Comparison of preservation-related differences (FROZ *vs.* FFPE) across the 11 *Acot* and 43 *Cyp* family marker genes identified in FROZ samples by RNA-Seq demonstrated that matched FFPE samples tended to have fewer gene counts relative to paired FROZ, which was often significant. This pattern was evident for 9 of 11 *Acot* and 39 of 43 *Cyp* markers (paired Wilcoxon Signed Rank Test, FDR-adjusted p-value <0.05). The magnitude of these differences in RNA-Seq gene counts between FFPE and FROZ samples varied across markers but generally increased at higher DCA dose levels. For instance, *Acot* and *Cyp* counts from RNA-Seq FROZ samples tended to be 94.3 ± 8.3% and 96.4 ± 5.2% higher (median ± median absolute deviation) than RNA-Seq FFPE at 313 and 429 mg/kg-d, respectively. Analysis of percent changes for each marker gene for RNA-Seq FROZ *vs.* FFPE by dose level is available in Supplementary Table 10.

For TempO-Seq, we detected 9 *Acot* and 29 *Cyp* family genes with significant dose-dependent trends for FROZ samples (Kruskal-Wallis Test, p-value <0.05 and Jonckheere’s Trend Test, p-value <0.05). 

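The FROZ table lists 8 Acot and 68 Cyp genes, taken as all symbols of Acot or Cyp followed by a family number. With p under 0.05 in both tests (two-sided, 100000 permutations of the dose labels, the smallest possible p being 1e-05), 7 Acot and 30 Cyp genes had a trend in FROZ. All 7 Acot genes increased, while 15 Cyp genes increased and 15 decreased. With median-ratio scaling 6 Acot and 38 Cyp genes had a trend. By their direction before scaling, all 6 Acot and 15 Cyp genes increased and 23 Cyp genes decreased. Directions after scaling were not computed. With Benjamini-Hochberg adjustment over the list alone, 6 Acot and 27 Cyp genes had a trend.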

All these marker genes were also identified as significant in the FROZ RNA-Seq data set. TempO-Seq analysis of FFPE samples identified slightly fewer *Acot* (n = 6) and *Cyp* (n = 14) genes compared to paired TempO-Seq FROZ data, but all matched those identified in FROZ samples from either platform (Supplementary Table 11). 

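Of the 5 Acot and 44 Cyp genes in the FFPE table, 4 and 11 had a trend (adjusted over the list alone, 3 and 9). The Acot genes were Acot1, Acot3, Acot12 and Acot13, all increasing. The Cyp genes were Cyp1a2, Cyp2a4, Cyp2a5, Cyp2c39, Cyp2c54, Cyp3a13, Cyp4a10, Cyp4a14, Cyp4a32, Cyp4f14 and Cyp7b1, of which 7 increased and 4 decreased (6 and 5 of those with a trend under median-ratio scaling, by direction before scaling). All of them are in both tables and had a trend in the same direction in FROZ. Among the genes listed in both, 5 Acot and 22 Cyp genes had a trend in FROZ.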

The preservation-related changes (FROZ *vs.* FFPE) identified in TempO-Seq paired samples across *Acot* and *Cyp* genes were less drastic than those observed for RNA-Seq. For instance, 5 of 11 *Acot* and 33 of 43 *Cyp* had significant preservation-related differences between TempO-Seq FROZ and matched FFPE datasets (paired Wilcoxon Signed Rank Test, FDR-adjusted p-value <0.05). 

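For the 5 Acot and 44 Cyp genes listed in both tables, the FFPE and FROZ libraries of the 24 animals were compared by the signed rank statistic with 100000 sign flips (two-sided, FDR over the 49 genes). The FDR was under 0.05 for 3 Acot and 39 Cyp genes. Acot1 was higher in FFPE by 0.30 on the log2 scale (FDR 0.00885, higher in 20 of 24 animals) and Acot12 by 0.38 (FDR 0.0151, 16 of 24), while Acot13 was lower by 4.79, a log2 difference of -4.79 (FDR 1.75e-05, lower in 24 of 24, at the smallest permutation p of 1e-05). Of the Cyp genes, 12 were higher and 27 lower in FFPE. With the median difference of each library pair taken out, 2 Acot genes differed, both lower in FFPE, and 39 Cyp genes, 9 higher and 30 lower, of which 36 were among the first 39. With pairs ignored, 2 Acot and 33 Cyp genes differed. By limma on the same differences, 4965 of all 6591 genes differed between preservations, 2742 of them higher in FFPE (55.2%, and 47.1% with the median difference taken out).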

The changes did not seem to be influenced much by DCA dose level with TempO-Seq FROZ samples having between 28.3 ± 73–34.0 ± 76% greater counts (median ± median absolute deviation in percent change) compared to paired TempO-Seq FFPE (Supplementary Table 12).

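For each of the 49 genes and each animal, the percentage by which the FROZ CPM exceeded the FFPE CPM, relative to FROZ, was computed, giving 294 values per dose. Its median ± median absolute deviation was 52.9 ± 43.6% in the vehicle controls, 47.0 ± 52.1% at 198, 45.3 ± 50.5% at 313 and 44.8 ± 44.0% at 427 mg/kg-d. Computed from group means in place of single animals, the medians were 48.1, 14.2, 42.3 and 42.7%. Between 29 and 31 of the 49 genes were higher in FROZ at each dose. Rescaling CPM to the genes listed in both tables, an alternative chosen after seeing the data, gave 54.6, 49.1, 47.7 and 47.1%.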

Focus on the top 10 DCA induced DEGs by rank in absolute fold change for FROZ across either platform identified several *Acot* and *Cyp* genes: *Acot1*, *Acot2*, *Acot3*, *Cyp2a4*, *Cyp2b9*, *Cyp4a10*, *Cyp4a14*, and *Cyp4a31*. 

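All 8 of these genes are protein coding and are listed in the FROZ table, and 5 of them (Acot1, Acot3, Cyp2a4, Cyp4a10 and Cyp4a14) in the FFPE table used here. The Acot genes encode acyl-CoA thioesterases and lie side by side on chromosome 12 of GRCm38, with Acot2 from 83987861 to 83993873, Acot1 from 84009490 to 84018371 and Acot3 from 84052144 to 84060402. Cytochrome P450 genes of the 4a family lie on chromosome 4, Cyp4a14 from 115486200 to 115496142, Cyp4a10 from 115518264 to 115533649 and Cyp4a31 from 115563649 to 115579015. On chromosome 7, Cyp2b9 lies from 26173411 to 26210661 and Cyp2a4 from 26307169 to 26315088. Neighbours of such clusters share sequence. The share of 50-base windows of the annotated transcripts that also occur in another gene was 0.235% for Cyp4a14, 11.2% for Cyp2b9, between 19.1 and 29.8% for Acot1, Acot2, Acot3, Cyp4a10 and Cyp4a31, and 38.0% for Cyp2a4, most of it with Cyp2a5. Which bases the TempO-Seq probes target was not analysed here, so this share is a limit of the genes and not of the probes. By absolute log2 fold change among FROZ DEGs at 427 mg/kg-d, Cyp4a14 ranked 1, Acot3 2, Cyp4a10 3, Acot1 4, Acot2 5, Cyp4a31 6, Cyp2b9 9 and Cyp2a4 12. Among FFPE DEGs at that dose, Cyp4a14 ranked 1, Cyp4a10 2, Acot1 5, Acot3 7 and Cyp2a4 14.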

RNA-Seq FROZ samples displayed significant increases in *Acot1*, *Acot2*, *Acot3*, *Cyp2a4*, *Cyp2b9*, *Cyp4a10*, *Cyp4a14*, and *Cyp4a31* at 313 and 427 mg/kg-d compared to vehicle control (Wilcoxon Rank Sum Test, FDR-adjusted p-value <0.01) (Fig. 6, Supplementary Table 13). Paired RNA-Seq FFPE samples showed a variable pattern of increased fold changes with increased dose compared to vehicle controls. These fold changes were less than those identified in paired RNA-Seq FROZ samples. None of the pairwise comparisons achieved significance in RNA-Seq FFPE samples even at the highest DCA dose level compared to vehicle control. For example, the highest DCA-induced gene in RNA-Seq FROZ samples, *Cyp4a14*, showed increased expression at all dose levels ranging from 2.6 to 1023.2-fold relative to vehicle control, whereas paired FFPE samples only showed increased expression that ranged from 3.3 to 15.5-fold (Fig. 7, Supplementary Table 13). Interestingly, when DCA significantly affected *Acot* and *Cyp* marker genes in RNA-Seq FFPE samples, down regulation was typically observed. This was frequently seen in the *Cyp2* family of genes (Supplementary Table 10). The downregulation mostly corresponded with similar DCA-related down regulation for the same marker genes in paired RNA-Seq FROZ but the magnitude in fold changes tended to be slightly higher in FFPE Fig. 8.

**Fig. 7:**
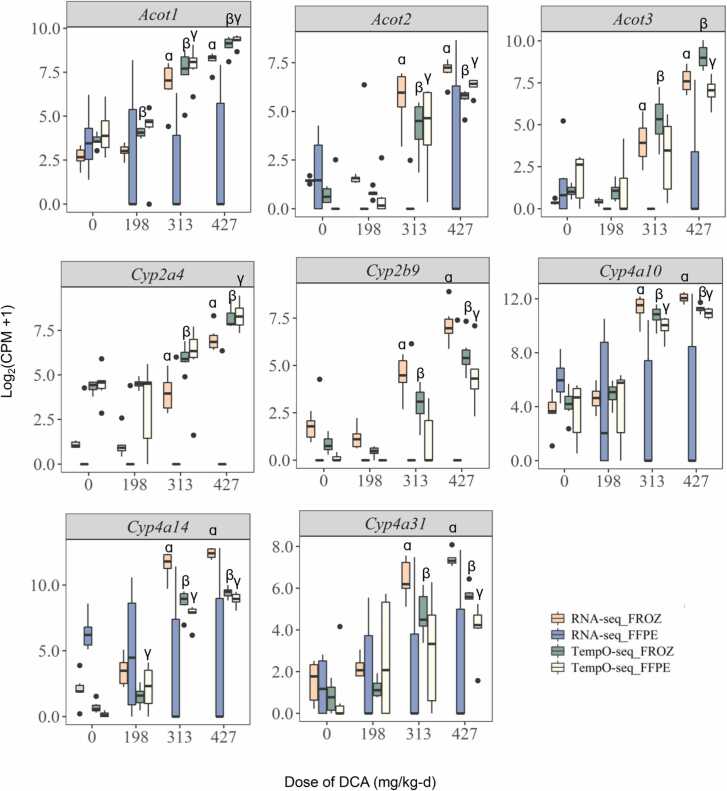
RNA-Seq FROZ, TempO-Seq FROZ and TempO-Seq FFPE detect similar top ranked DCA marker DEGs by fold change. Association in dose-dependent changes of DCA marker genes across preservations and platforms. CPM-normalized counts were offset by + 1 and then log_2_ transformed. ᵅ Designates significant difference between DCA dose level *vs* vehicle control for RNA-Seq FROZ. ᵝ Designates significant difference between DCA dose level *vs* vehicle control for TempO-Seq FROZ. ᵞ Designates significant difference between DCA dose level *vs* vehicle control for TempO-Seq FFPE. CPM-counts per million, DCA- dichloroacetic acid, FFPE-formalin-fixed paraffin-embedded, FROZ-frozen, RNA-Seq- RNA-Sequencing, FDR- false discovery rate. Significance determined by Wilcoxon Rank Sum Test, FDR-adjusted p-value < 0.05.

**Fig. 8:**
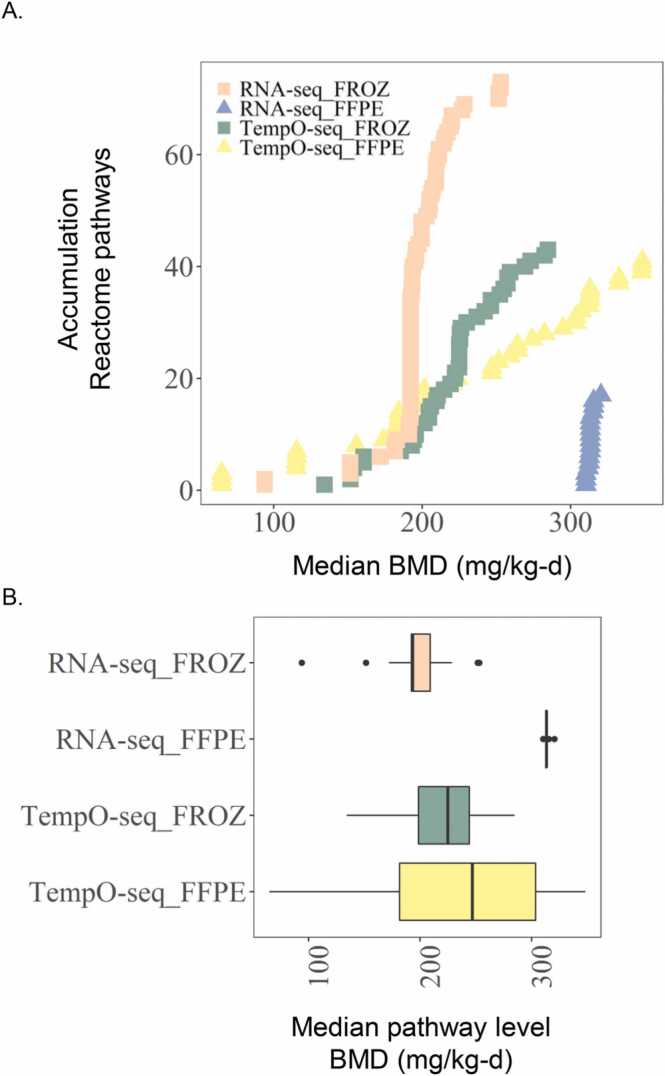
Gene set based BMD_T_ values identified for paired RNA-Seq FROZ and FFPE and paired TempO-Seq FROZ and FFPE liver tissue samples. A. Accumulation plots of lowest median BMD_T_ derived from mapping genes/probes to signaling pathways in Reactome. Enrichment based on at least 3 or more genes and a Fisher’s Exact Test, two-tailed, p-value < 0.05. B. Boxplots show distribution in pathway level BMD_T_ results across sample types and methods. Abbreviations: FFPE-formalin-fixed paraffin-embedded, FROZ-frozen, RNA-Seq- RNA-Sequencing, BMD_T_ - transcriptomic benchmark dose.

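For Acot1, Acot2, Acot3, Cyp2a4, Cyp2b9, Cyp4a10, Cyp4a14 and Cyp4a31, the 6 FROZ libraries of each dose were compared with the 6 controls by the rank sum statistic over all splits of the libraries into 6 and 6 (two-sided, smallest possible p 0.00216), with the FDR taken over the list alone, 8 genes at 3 doses. At 427 mg/kg-d every treated animal exceeded every control for all 8 genes (exact p = 0.00216, FDR 0.00346). At 313 mg/kg-d this held for 7 genes, and for Cyp2b9 5 of 6 animals exceeded all controls (exact p = 0.00433, FDR 0.00649). From controls to 427 mg/kg-d the mean CPM ± SD (n = 6) rose from 11.5 ± 3.15 to 544 ± 167 for Acot1, from 0.646 ± 0.454 to 51.3 ± 15.4 for Acot2 and from 1.12 ± 0.528 to 594 ± 304 for Acot3. For the Cyp genes it rose from 19.6 ± 4.35 to 310 ± 146 for Cyp2a4, from 0.870 ± 0.619 to 58.4 ± 51.5 for Cyp2b9, from 21.8 ± 16.3 to 2510 ± 527 for Cyp4a10, from 0.715 ± 0.622 to 707 ± 204 for Cyp4a14 and from 0.871 ± 0.896 to 53.1 ± 16.5 for Cyp4a31. The log2 fold changes at 427 mg/kg-d were between 3.84 (Cyp2a4) and 8.70 (Cyp4a14), with limma FDR over all genes of 7.31e-10 or less, and those at 313 mg/kg-d between 1.60 (Cyp2a4) and 7.98 (Cyp4a14).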

Similar to RNA-Seq FROZ samples, TempO-Seq analysis of FROZ samples demonstrated significant increases in DCA-induced gene expression for the top ranked *Acot* and *Cyp* DEGs at 313–427 mg/kg-d *vs.* vehicle controls (Wilcoxon Rank Sum Test, FDR-adjusted p-value <0.01). 

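At 198 mg/kg-d, Acot1 in FROZ was 15.9 ± 3.03 CPM (SD, n = 6) against 11.5 ± 3.15 CPM in the controls, a log2 fold change of 0.44, with 3 of 6 treated animals above all controls. Its exact rank sum p was 0.0411 (two-sided), with an FDR of 0.0581 over the list alone and of 0.584 over all genes by limma. None of the 8 genes had an FDR under 0.05 at this dose over the list alone (FDR 0.0581 to 0.937), and Acot1 was the only one with an unadjusted exact p under 0.05. Cyp4a14 followed, with a log2 fold change of 0.81 (exact p = 0.0649).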

TempO-Seq also detected a significant increase in *Acot1* at 198 mg/kg-d *vs.* vehicle control in FROZ samples, which was not observed in the RNA-Seq dataset (Fig. 7, Supplementary Table 11). 

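In FFPE at 427 mg/kg-d, all 6 treated animals exceeded all 6 controls for Acot1, Acot3, Cyp2a4, Cyp4a10 and Cyp4a14, the 5 of the 8 marker genes listed in FFPE (exact rank sum test, two-sided, p = 0.00216, FDR 0.00464 over the list alone, 5 genes at 3 doses). The log2 fold changes were 5.21 for Acot1, 5.11 for Acot3, 3.86 for Cyp2a4, 7.23 for Cyp4a10 and 8.77 for Cyp4a14. Mean CPM ± SD (n = 6) rose from 23.5 ± 24.2 to 652 ± 131 for Acot1, from 4.23 ± 3.42 to 145 ± 74.1 for Acot3, from 25.9 ± 18.1 to 367 ± 203 for Cyp2a4 and from 24.2 ± 20.4 to 2043 ± 517 for Cyp4a10. Acot3 was at 0 in 2 of the 6 controls. The limma FDR over all genes was 1.39e-06 for Acot1, 0.00141 for Acot3, 0.00865 for Cyp2a4, 1.13e-06 for Cyp4a10 and 2.73e-11 for Cyp4a14, and with an offset of 0.0001 it stayed under 0.05 for Cyp4a14 alone.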

All TempO-Seq FFPE samples also identified significant induction in the top ranked *Acot* and *Cyp* DEGs at the highest dose level compared to vehicle control. 

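At 313 mg/kg-d in FFPE, Cyp4a10 and Cyp4a14 exceeded all controls in 6 of 6 animals, with log2 fold changes of 6.18 and 7.60 (exact p = 0.00216, FDR 0.00464), and Acot1 in 5 of 6 animals, with a log2 fold change of 3.81 (exact p = 0.00433, FDR 0.00812). Cyp2a4 had a log2 fold change of 1.39 with 4 of 6 animals above all controls (exact p = 0.0931, FDR 0.140) and Acot3 one of 1.23 with 3 of 6 (exact p = 0.290, FDR 0.387). For Cyp2a4 and Acot3 the change was within the spread between FFPE libraries, whose SD at this dose was 2.19 and 2.27 on the log2 scale. No interaction of preservation and dose had an FDR under 0.05 for these genes. At 198 mg/kg-d only Cyp4a14 had an FDR under 0.05 in FFPE, with a log2 fold change of 2.05 and 5 of 6 animals above all controls (exact p = 0.0281, FDR 0.0469 over the list alone, limma FDR over all genes 0.253). Acot2, Cyp2b9 and Cyp4a31 are not listed in the FFPE table used here.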

*Acot1*, *Acot2*, *Cyp4a10* and *Cyp4a14* also showed significantly increased gene expression at 313 mg/kg-d (Wilcoxon Rank Sum Test, FDR-adjusted p-value <0.05) compared to vehicle control. The degree of gene expression changes across DCA dose levels was similar between FFPE and FROZ for TempO-Seq with FFPE sometimes demonstrating higher magnitude fold changes. 

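For the 5 marker genes listed in both tables, the log2 fold change at 427 mg/kg-d was larger in FFPE than in FROZ for Cyp2a4, Cyp4a10 and Cyp4a14, by 0.14 or less, and smaller for Acot1 and Acot3. The standard errors in FFPE were 0.64 to 0.98, against 0.25 to 0.45 in FROZ, so these differences, apart from that of Acot3 (5.11 in FFPE and 8.02 in FROZ), were within the error, and none of the 5 genes had an interaction with an FDR under 0.05. The vehicle controls varied more in FFPE, with an SD on the log2 scale of 1.28 against 0.37 in FROZ for Acot1 and of 2.22 against 1.13 for Cyp4a10.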

As with RNA-Seq of FROZ samples, TempO-Seq identified *Cyp4a14* as having the highest rank in fold-change expression for both FFPE and FROZ samples. TempO-Seq detected a 1.9–414.7-fold increase in *Cyp4a14* across 198–427 mg/kg-d dose levels of DCA in FROZ samples while it detected a 6.5–447.0-fold increase in FFPE samples. 

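From the difference of mean log2(CPM + 1), the fold change of Cyp4a14 was 1.75, 253 and 417 in FROZ and 4.15, 194 and 436 in FFPE at 198, 313 and 427 mg/kg-d. These folds depend on the offset of 1 CPM, because the controls were close to 0. Control libraries held 2.00 to 15.0 reads of Cyp4a14 in FROZ and 0 to 2.01 reads in FFPE, where 3 of 6 controls were at 0. The ratio of mean CPM in FROZ, which has no offset, was 3.10, 667 and 989. In FFPE no control rose above 3 reads. From the mean log2(CPM + 1), Cyp4a14 was 2.94-fold, 138-fold and 309-fold higher than a control with 3 reads. These folds still carry the offset of 1 CPM, and at 198 mg/kg-d 1 of the 6 treated libraries was itself at 0. The ratio of mean CPM + 1, computed after seeing the values, was 1.88, 279 and 413 in FROZ and 6.63, 212 and 455 in FFPE.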

The level of induction at 427 mg/kg-d was not quite as high that measured by RNA-Seq analysis of FROZ samples but still remarkably similar and significant in TempO-Seq analysis of both FROZ and FFPE samples (Fig. 7, Supplementary Table 13). TempO-Seq analysis of FFPE samples did not demonstrate the higher magnitude fold changes in marker genes significantly downregulated by DCA exposure that was observed in RNA-Seq of FFPE samples.

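The Cyp genes with a downward trend in both preservations were Cyp1a2, Cyp2c54, Cyp4f14 and Cyp7b1. At 427 mg/kg-d their log2 fold changes were -0.88, -0.79, -0.28 and -1.85 in FROZ and -1.02, -0.67, -0.89 and -2.83 in FFPE. For Cyp7b1, the largest of these decreases, the mean log2(CPM + 1) ± SD (n = 6) fell from 3.97 ± 0.43 to 2.12 ± 0.51 in FROZ and from 6.59 ± 0.97 to 3.75 ± 1.15 in FFPE, with all 6 treated animals below all controls in both. Over the median of all genes at this dose, 0.10 in FROZ and 0.18 in FFPE, the decreases would be larger by those amounts. None of the 4 genes had an interaction of preservation and dose with an FDR under 0.05.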

### 3.4 For aged FFPE samples, RNA-Seq had lower numbers of genes suitable for BMD modeling compared to TempO-Seq

BMD analysis was performed to determine how well individual genes and gene sets reflected dose-dependent changes in expression, pathways and gene ontologies (GO) across preservation types. After best model fit selections and mapping to enriched signaling pathways or gene sets, we determined a BMD_T_ of 93.9 mg/kg-d for FROZ RNA-Seq samples, which was 3.3-fold lower than the paired FFPE samples (BMD_T_ = 310.3 mg/kg-d) (Table 1). When genes with good model fits were mapped to GO biological processes, we identified a BMD_T_ for FROZ samples that was slightly higher than the pathway results at 122.3 mg/kg-d. This was not the case for FFPE which was similar to the pathway level BMD at 304.1 mg/kg-d (Supplementary Table 14); however, GO and pathway-based gene set mapping were still remarkably similar within each preservation group. The reduced sensitivity of RNA-Seq FFPEs samples (higher BMD_T_) was likely due to very few genes undergoing BMD_T_ modeling (21). However, enough of those 21 genes demonstrated good dose-dependent curve fits and mapped to sufficient pathways or GO biological processes (17 pathways or 59 GO sets) to identify a lowest median BMD_T_ for both instances. In contrast, 739 genes in RNA-Seq FROZ samples had good curve fits and mapped to 73 pathways or 438 GO sets demonstrating much better sensitivity (Supplementary Table 13). Mapping of FROZ and FFPE genes to pathways identified enrichment in *synthesis of bile acids and bile salts via 27-hydroxycholesterol* and *platelet degranulation*, whereas enriched GO terms were *acylglycerol homeostasis* and *reproductive process*, respectively.

**Table 1:** Lowest median BMD derived from signaling pathway analysis.

Group	Reactome Pathway Name	Lowest Median BMD_T_ (mg/kg-d)	Lowest Median BMDL_T_ (mg/kg-d)	Fisher's Exact Two-Tailed p-value	No. Genes in Lowest Enriched Pathway	Total enriched pathways	Ratio BMD_T_/BMD_A_
RNA-Seq FROZ	synthesis of bile acids and bile salts *via* 27-hydroxycholesterol	93.9	73.8	5.70E-03	3	73	2.1
RNA-Seq FFPE	platelet degranulation	310.3	200.7	2.00E-09	5	17	7.1
TempO-seq FROZ	initial triggering of complement	134.2	101.4	6.50E-03	3	43	3.1
TempO-seq FFPE	chylomicron remodeling	65	45.4	2.10E-04	3	41	1.5

Lowest median benchmark doses were selected by Fisher’s Exact Two Tail Test (p-value <0.05 and genes ≥3). BMD (BMDL) for liver adenoma or carcinoma 43.7 (12.8) mg/kg-d.

When focusing on the individual genes that made up the BMD_T_ curve fits, clear differences were evident for FFPE and FROZ RNA-Seq samples. Despite identifying a lowest median pathway level BMD_T_ that was relatively similar (within 3.3-fold) to paired FROZ, there were not many genes in common between FFPE and FROZ that passed the ANOVA test and underwent BMD modeling (6 of 21). The curve fits for all six commonly modeled genes in FFPE and paired FROZ showed similar downward regression trends but the best identified model tended to differ between the two preservation groups (see Supplementary Figure 3, for representative examples). Moreover, all 21 FFPE dose response modeled genes demonstrated downward linear trends.

BMD analysis of FFPE data showed better concordance with paired FROZ for TempO-Seq compared to RNA-Seq. The lowest median signaling pathway BMD_T_ identified in FROZ samples was 134.2 mg/kg-d, which was 2.1-fold higher than the corresponding FFPE samples (65.0 mg/kg-d) (Table 1). The lowest median enriched GO term BMD_T_ values for FROZ and FFPE samples at 93.3 and 81.7 mg/kg-d, respectively (Supplementary Table 12) and were quite similar to the pathway level results. This finding was likely due to the relatively high number of genes (493) undergoing BMD_T_ modeling for TempO-Seq FFPE samples, which was only 1.5-fold fewer than those modeled for matched FROZ (722 genes). 

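Genes entered benchmark dose modeling here when an analysis of variance over the 4 doses on log2(CPM + 1) gave an unadjusted p under 0.05 and the largest fold change was above 2, which 451 FROZ and 607 FFPE genes met. Of these, 156 were the same genes, and 153 of them changed in the same direction. With the doses assigned to the animals at random (100 assignments, the real one included), the others gave a median of 5 FROZ and 185 FFPE genes and at most 211 and 393, and 20 further assignments gave up to 486 FFPE genes. The counts depended on the offset and on the adjustment. An offset of 0.1 gave 727 and 563 genes, an offset of 0.0001 gave 729 and 504 genes, and adjusted p-values gave 434 and 132 genes. Each gene was fitted with linear, polynomial, power, Hill and exponential models by least squares, the model with the lowest AIC was kept, and the benchmark response was 1.349 SD of the controls. The BMD is the lowest dose at which the fit had moved that far from dose 0, up or down. A polynomial can reach it on the side opposite to the change at the highest dose. How many fits did so was not counted. A BMD under 427 mg/kg-d was found for 441 FROZ genes, with a median of 153 mg/kg-d (25th to 75th percentile 37.3 to 232), and for 540 FFPE genes, with a median of 54.9 mg/kg-d (25.8 to 205). With a linear model alone the medians were 120 mg/kg-d in FROZ and 247 mg/kg-d in FFPE, the reverse order. The BMD was under the lowest dose of 198 mg/kg-d for 61.0% of these FROZ genes and 74.1% of these FFPE genes. Pathway and GO term values were not computed here. The paper proposes the number of FFPE genes that entered modeling as the likely reason why its GO term values were similar to its pathway values.

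**Figure D2:**
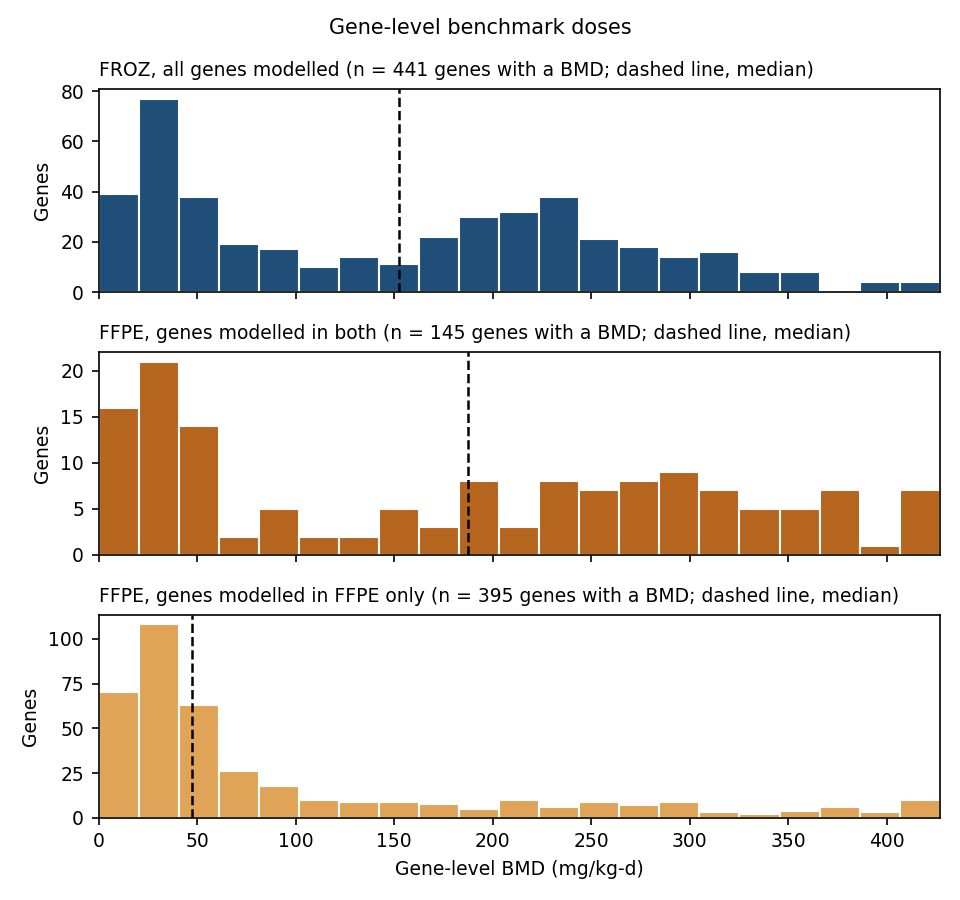
Number of genes (y axis) by gene-level BMD in mg/kg-d (x axis) for the 441 FROZ genes, for the 145 FFPE genes that also entered modeling in FROZ, and for the 395 FFPE genes that did not. Dashed lines are the medians, 153, 187 and 47.4 mg/kg-d.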

Enrichment analysis of TempO-Seq FROZ and FFPE samples identified *initial triggering of complement* and *chylomicron remodeling,* respectively, as the lowest median pathways, while GO enrichment identified *positive regulation of protein deacetylation* and *positive regulation of histone modification,* respectively. The total number of enriched pathways and GO terms were similar for TempO-Seq datasets at 474 pathways or 3761 GO terms (FFPE) and 457 pathways or 3879 GO terms (FROZ) (Supplementary Table 15).

When comparing pathway level BMD_T_ results across sequencing methods, TempO-Seq FROZ and FFPE were similar to RNA-Seq FROZ results (TempO-Seq FROZ results were 1.4-fold higher and TempO-Seq FFPE results were 1.4-fold lower) (Fig. 8). However, the TempO-Seq FFPE results appear more variable compared to RNA-Seq FROZ and TempO-Seq FROZ especially with genes that were only modestly induced by DCA treatment. 

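For the 143 genes with a BMD in both preservations, the FFPE BMD was within 3-fold of the FROZ BMD for 82 genes (57.3%), the median ratio of FFPE to FROZ was 1.27, and Spearman's rho across genes was 0.176. Without polynomial models, an alternative chosen after seeing the data, 134 of 142 genes (94.4%) were within 3-fold and rho was 0.453. FFPE genes that did not enter modeling in FROZ had a median BMD of 47.4 mg/kg-d, and those that did 187 mg/kg-d; without polynomial models the medians were 269 and 274 mg/kg-d. Of the fits kept in FFPE, 278 were polynomials of degree 3 and 217 of degree 2, against 221 and 77 in FROZ. With the doses assigned at random 20 times, the FFPE genes that passed the filter had a median BMD of 50.8 mg/kg-d (the median over the assignments, which ranged from 32.1 to 198 mg/kg-d). The BMD of Cyp4a14 was 6.81 mg/kg-d in FROZ and 5.13 mg/kg-d in FFPE, that of Lpin1 34.9 and 32.7 mg/kg-d, and that of Cyp4a10 24.2 and 247 mg/kg-d. For Cyp4a14 in both preservations and Cyp4a10 in FROZ, the fit was a polynomial of degree 3 that first dips under the control level. Their BMDs of 6.81, 5.13 and 24.2 mg/kg-d lie on that dip and do not mark an increase.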

When comparing the lowest median pathway results from the 6-day DCA study to the traditional BMD_A_ from the chronic reference DCA study, data from RNA-Seq FROZ, TempO-Seq FROZ, and TempO-Seq FFPE samples identified gene-set based points of departure that were 2.1, 3.1, and 1.5-fold higher than the BMD for liver adenoma and carcinoma (43.7 mg/kg-d), respectively. The BMD_T_ results from RNA-Seq FFPE was 7.1-fold higher than the traditional BMD value for DCA (Table 1).

## 4 Discussion

In this study, we predicted that a targeted sequencing platform would result in enhanced detection of gene expression responses in aged (>20 year-old) FFPE tissue samples compared to a standard whole-genome RNA-Seq platform. TempO-Seq analysis of FFPE samples showed improved global sequencing metrics, detection of treatment-related counts and DEGs, and concordance with paired FROZ samples in fold-change values and BMD estimates compared to RNA-Seq FFPE samples. Post-alignment quality readouts further suggested better performance of TempO-Seq *vs.* RNA-Seq with aged FFPE samples. These differences may be due to the ability of the probe-based method to detect genes without expending reads on intronic and intergenic sequences, in contrast to conventional RNA-Sequencing of FFPE samples, thereby circumventing some of the fixation-related damage to nucleic acids. Moreover, BMD modeling estimates in archival FFPE samples suggested that gene responses detected in short term studies may provide a useful way to identify target pathways and estimate biologic potency in the absence of longer term studies.

Probe-based sequencing of archival FFPE RNA showed a marked improvement relative to total RNA-Seq. TempO-Seq of FFPE-derived RNA was able to detect more genes at lower expression levels than RNA-Seq of FFPE, indicating less impact of formaldehyde-induced RNA modifications. This result may be due, in part, to the lack of an RNA isolation step with TempO-Seq, which could lead to nucleic acid loss during purification and elution [34]. RNA loss during isolation may also explain why only the most abundant RNA transcripts were detected in the RNA-Seq of FFPE tissue samples, as many crosslinked nucleic acids and less expressed transcripts are eluted [34]. However, direct lysis of tissue samples can be problematic with TempO-Seq in that conventional methods of ascertaining RNA quality and abundance (*i.e*. Bioanalyzer, NanoDrop and Qubit) prior to sequencing are not available.

Another potential reason for the poor performance of RNA-Seq with very old FFPE samples could be the lack of alignment specificity. Many studies have shown that RNA-Seq of FFPE samples results in an increase in intronic read alignment at the expense of exonic reads compared to paired FROZ samples, including the present study [1], [14], [17], [18], [21], [37]. This shift seems to increase with sample age and time in formalin [18], [37] and therefore poses a particular challenge with older FFPE tissue samples. In a recent report by Jones et al. [20], the authors noted that formalin fixation may be disrupting post-transcriptional processing of pre-mRNA, leading to retention of intronic regions or preventing their digestion through proteins cross-linked to the nucleic acid [20]. Regardless, the exome specificity of TempO-Seq may help overcome this challenge by focusing sequencing on probes targeting exonic regions, thereby increasing sensitivity to detect changes in gene expression. Consistent with this idea, > 95% of reads aligned to exonic regions of the reference genome in our dataset. In addition, the small oligonucleotide size of the TempO-Seq detector probes likely avoids some of the molecular modifications that impeded probe binding and cDNA synthesis during library preparation of RNA derived from FFPE samples. For RNA-Seq of FFPE tissue samples, which is attempting to sequence the entire transcriptome rather short exon-targeted probes, variable fragmentation and formaldehyde adducts would likely interfere with cDNA synthesis [23], [34], [36] and potentially divert reads to areas not of interest (*i.e*. intergenic and intronic), negatively impacting differential gene expression analysis. Therefore, when the experimental goal is to measure changes in gene expression based on current gene knowledge and probes, TempO-Seq has an advantage over RNA-Seq with aged archival FFPE tissue samples but it may not necessarily be ideal for novel discovery applications with higher quality samples.

Gene expression data from TempO-Seq of FFPE samples was successfully used for dose response modeling of gene expression. With the need for more rapid assessment of the large number of chemicals in commerce, there is an increasing focus on incorporating NAMs into chemical risk assessment. While the ultimate goal of NAMs is to use non-animal approaches in risk assessment, the Lautenberg Act implies that any approach to reduce, refine, or replace animal use is a NAM. The current manuscript provides evidence that short term *in vivo* studies coupled with transcriptomics-based BMD analysis can be a useful NAM in determining the dose at which relevant biological or pathway-level effects occur. Here, we identified BMD_T_ estimates following a short term exposure to DCA as a reference toxicant. Across both sequencing platforms, the 6-day BMD_T_ values were within 7.1-fold of the 2-year cancer BMD_A_ for hepatocellular carcinoma or adenoma (mouse BMD_A_ = 43.7 mg/kg-d, [8]). This finding is consistent with other studies testing a variety of environmental chemicals, which have shown that the lowest median pathway BMD_T_ and BMD_A_ are within 2–3-fold of the chronic cancer and noncancer BMD_A_s when focusing on the target tissue [33] or 10-fold when focusing on sentinel tissues of effect like liver or kidney [16], [19]. However, the higher sensitivity of TempO-Seq gene detection in old FFPE tissue samples resulted in BMD_T_ values for gene sets that were more consistent with matched FROZ and RNA-Seq FROZ and more closely aligned with the BMD_A_.

DCA is a known rodent liver tumorigen and inhibits pyruvate dehydrogenase kinase, which increases pyruvate dehydrogenase activity leading to glycogen accumulation in the liver, lipid effects, and metabolic disruption [8]. The lowest enriched gene sets for TempO-Seq FFPE samples were quite consistent with known or suspected DCA effects [38], [8]. Moreover, DCA dependent DEGs and marker genes identified by TempO-Seq of FFPE samples, demonstrated more consistent dose-dependent changes in gene expression compared to RNA-seq of FFPE resulting in BMD_T_ calculations quite similar to FROZ samples across both platforms (RNA-Seq and TempO-Seq FROZ). While RNA-Seq of FFPE samples detected some dose-dependent trends in CPM-normalized DCA marker genes, no *Cyp* or *Acot* family genes were included in BMD_T_ modeling results. All were removed by the standard statistical filters.

## 5 Conclusions

Probe-based TempO-Seq offers a promising tool for obtaining gene expression data from older FFPE samples, in support of chemical mode of action, dose response analysis, and biomarker discovery. While limited to a single case study, this particular analysis had several unique features including a gold standard method (RNA-Seq), referent sample type (FROZ), and well-studied chemical (DCA). Targeted sequencing clearly outperformed standard whole-genome RNA-Seq in terms of sensitivity and dose response estimates for our aged FFPE liver tissue samples. While TempO-Seq is limited by a set number of genes, it is exome-targeted and does not require RNA isolation or cDNA synthesis, both of which may limit the successful detection of differentially expressed genes in conventional whole genome sequencing of very old FFPE tissue samples. Some additional potential limitations of performing gene expression analysis on aged archival tissue samples in general include the potential for identifying false positives and difficulty in detecting modest experimental effects. Modest gene expression changes from archival samples should only be excepted as significant with corollary evidence. However, analysis of multi-dose-level experiments, like the one presented, here can increase confidence in identifying truly significant genes by focusing on genes with changes across several dose levels and by focusing on those genes with similar dose trends. Changes in related transcripts (*e.g. Cyp* gene clusters) can also provide corroborating evidence in identifying true significant differences in aged archival samples. Overall, this work has implications for advancing the use of NAMs in risk assessment as part of retrospective investigations, in which archival samples may be used to obtain new molecular data without the need for *de novo* studies.

## Disclaimer

The research described in this article has been reviewed by the U.S. EPA and approved for publication. Approval does not signify that the contents necessarily reflect the views or the policies of the Agency. Mention of trade names or commercial products does not constitute endorsement or recommendation for use.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

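TempO-Seq was measured in 48 liver libraries from 24 male B6C3F1 mice, 6 vehicle controls and 6 mice at each of 198, 313 and 427 mg/kg-d of DCA, with 1 FROZ and 1 FFPE library from each mouse. Libraries were grouped by dose and preservation as the sample records give them, and the 2 libraries of a mouse were paired by animal number. Pairing was checked by correlating the deviations of FROZ and FFPE libraries from their dose means over genes with a mean of at least 10 CPM in both tables, where the median r was 0.128 within an animal and -0.0232 between animals of the same dose. The RNA-Seq libraries were not analysed here.

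The deposited values of both tables are log2(CPM + 1), computed by the authors from gene counts. The authors demultiplexed and trimmed the reads with Illumina software, aligned them to mm10 with STAR in Partek Flow, and counted them on RefSeq transcripts by expectation maximization. They added a zero-count offset of 0.0001, removed genes with a geometric mean of 1 or less over the libraries, scaled to CPM, and used an offset of 1 before log2. Abundant probes were attenuated in the assay. CPM recovered from the values sum to 1000000 in every library of each table, so scaling followed the filter and was done separately for FROZ and FFPE. The lowest geometric mean of reads of a listed gene was 0.999 in FROZ and 1.00 in FFPE, with 0.0001 reads in place of 0. Of the names in the FROZ table, 2 occur more than once and were left out of matching between tables, and 18 FROZ and 11 FFPE names read as dates and were kept as they are.

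The CPM of 1 read was recovered per library as the step of the low values, and the reads on listed genes as 1000000 divided by it. The median was 8.25 M reads in FROZ and 4.71 M in FFPE, with 96.3 and 84.4% of low values at whole reads in the median library. Since gene counts came from expectation maximization, values need not be whole. At the median CPM step a gene at 0 can hold up to 3 reads (Poisson limit of 95%). Where all libraries of a group were at 3 reads or fewer, the other group's mean log2(CPM + 1) was compared with that of 3 reads. Reads carry no molecular identifiers, so intervals and floors cover counting error only. The number of molecules behind a library was estimated as the number of random draws, from the mean profile of the other libraries of its table, that leaves as many genes at 0 as it has. This number is solved from the genes at 0 and holds only if these arose by random sampling.

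DEGs were called by limma with a variance prior that follows the mean, on log2(CPM + 1) of the 24 libraries of a table, at an FDR (Benjamini-Hochberg) under 0.05 and a fold change above 2. The difference between preservations in the response to DCA, and the preservation effect itself, were tested by limma on the FFPE minus FROZ difference of each animal, so that the animal is the block. Trends of Acot and Cyp genes used the Kruskal-Wallis and Jonckheere statistics with 100000 permutations of the dose labels, and preservation differences the signed rank statistic with 100000 sign flips, all two-sided. Marker genes were compared with controls by the exact rank sum test over all splits of 6 and 6 animals, with a smallest p of 0.00216. Agreement of fold changes was measured by R2 across genes, with standard errors from leaving out each animal in turn. Fold changes of RNA-Seq FROZ were taken from Supplementary Table 3 of the paper, whose copy used here lists 935 genes for RNA-Seq FROZ and 722 for TempO-Seq FROZ. Its part for TempO-Seq FFPE holds 21 genes in that copy against the paper's 493, its part for RNA-Seq FFPE 25 genes, and neither was used here. Supplementary Tables 4 to 15 were not used here.

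Benchmark doses followed the paper's filter (analysis of variance p under 0.05 without adjustment, largest fold change above 2) with own least-squares fits of linear, polynomial, power, Hill and exponential models. The model with the lowest AIC was kept, the benchmark response was 1.349 SD of the controls, and values above 427 mg/kg-d were dropped. The response counted in either direction from the fit at dose 0, whatever the change at the highest dose. Confidence limits, pathways and GO terms were not analysed here.

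Gene positions and shared sequence were taken from the GENCODE vM21 annotation of GRCm38 (mm10), with windows of 50 bases, and GC content and length from the transcripts of each gene. A further correlate of the FFPE minus FROZ difference is not reported here. The genes named in the text are each Acot or Cyp gene the paper names among its markers, and, for each preservation at 427 mg/kg-d, the 5 DEGs with the largest increase and the 5 with the largest decrease among DEGs whose 6 treated animals all lay outside the range of the 6 controls. Acot and Cyp genes with a trend or a preservation difference were named by that test, and other genes, such as Nr1d1 and Itga9, were named after their values were seen. A list of 15 clock genes was written before its values were tested, 12 of which are listed in FROZ and 6 in FFPE.

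Tests, named genes and all alternatives were set before the data were examined, except those said to be chosen after the values were seen. The alternatives were offsets of 0.1 and 0.0001, genes with at least 1 CPM in at least 6 libraries, genes listed in both tables, median-ratio scaling of libraries, a variance prior without trend, only the 2 groups compared in the model, array quality weights, and leaving out each animal. For the comparison of preservations they were no replicate block and centring of libraries on their median difference, and for trends an adjustment over the list. For markers the ratio of mean CPM was tried. For benchmark doses they were adjusted p-values, the moderated F test of limma, a linear model alone and the residual SD. Added after the values were seen were CPM rescaled to the genes of both tables, no polynomial models, an offset of 0.0001 reads and the ratio of mean CPM + 1.

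Each step was tested on simulated data of the same size. With a known change in 200 genes, limma recovered 200 at a dispersion of 0.03 in both tables and, at a dispersion of 0.5, 36 in FROZ and 51 in FFPE with 3 and 2 false calls. At a dispersion of 0.03, the interaction step recovered 194 of 194 genes with 25 false calls among 6420 genes, and the preservation step 200 of 200 with 17 false calls among 6673. Neither step was simulated at a dispersion of 0.5, so their recovery at the larger spread of FFPE libraries is not known. With 100 changed and 100 unchanged genes, the trend tests recovered 97 (4 false), the signed rank test 100 (7 false) and the rank sum test 99 (3 false). The CPM of 1 read was recovered in 6 of 6 simulated libraries and the number of molecules in 4 of 4. Over 6 sets of 100 simulated genes of linear, power or saturating shape, the median ratio of fitted to true BMD was 0.967 to 1.08. Of their BMDs, 79 to 97% lay within 2-fold. Computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.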

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

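Among the tests in this part, those of animal 78 as an artefact of 1 library, of attenuation and of RNA-Seq for Serpina1e, of Baz1a and Tmem140 against FFPE libraries at 0, and of the clock genes without Nr1d1 and Dbp, and that of the dose trend of Nr1d1, were chosen only after the result was seen. For the named genes, the reads per library and the genes at 0, 132 groups of 6 libraries were searched for a library far from the 5 others (gap to the nearest over the range, above Dixon's critical value for 6), and 14 were found, all for genes, where chance gives about 6.6.

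Animal 78 of the 313 mg/kg-d group was far from the others for Ehhadh in FROZ (4.15 on the log2(CPM + 1) scale, others 6.03 to 7.15) and in FFPE (2.43, others 5.06 to 6.11), for Elovl3 in FROZ (9.43, others 10.59 to 11.08) and for Cyp4a14 in FFPE (6.21, others 7.88 to 8.35). Each of these values lay on the side of the controls for Ehhadh and Cyp4a14, and below all others, further from the controls, for Elovl3. An artefact of 1 library is argued against, because all 3 genes were below all other animals of the dose in both preservations. A weaker response of the whole animal is a candidate explanation for Ehhadh and Cyp4a14. Over the FROZ DEGs not named in the text, its slope on the mean response of the other 5 animals was 0.655 in FROZ (others 0.852 to 1.17) and 0.535 in FFPE (others 0.656 to 1.10), the lowest of 6 in both. It leaves Elovl3 unexplained, since DCA lowered Elovl3 and animal 78 was lower still. Intake of DCA by single animals was not tested.

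Animal 98 of the 427 mg/kg-d group was low for Acot2 in FROZ (4.55, others 5.59 to 6.03) and for Acot1 in FFPE (8.70, others 9.33 to 9.62). Acot1 of this animal was below all others in FROZ too (8.09, others 8.85 to 9.51), and Acot2 is not listed in the FFPE table used here. Its slope on the other animals was 0.882 in FROZ and 0.856 in FFPE, the lowest of 6 in both. Control animal 4 was high for Lpin1 in FFPE (10.27, others 9.11 to 9.52) and in FROZ (9.58, others 8.27 to 8.92). For Acot1 of animal 98 and Lpin1 of animal 4, finding the same place in both preservations argues against an artefact of a single library. Beyond that slope, no biological explanation was tested for animal 98, and none for animal 4.

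In FFPE alone, Acot1 of animal 49 and Dbp of animal 52 (both 198 mg/kg-d) were listed at 0, against 4.32 to 5.52 and 3.95 to 5.81 in the other animals of the dose. Cyp2a4 of animal 74 (313 mg/kg-d) was 1.63 against 5.90 to 7.75, and Elovl3 of animal 53 (198 mg/kg-d) 8.29 against 9.69 to 10.46. All 4 animals lay within their group in FROZ (3.84, 3.55, 5.89 and 11.96), which argues against a difference between the animals. What set these 4 libraries apart was not tested.

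In FROZ alone, control animal 8 was high for C9 (13.20, others 12.33 to 12.64) and low for Lrtm1 (2.89, others 3.50 to 3.77), and animal 102 (427 mg/kg-d) was high for Cyp4a31 (6.43, others 5.44 to 5.81). C9 of animal 8 was within its group in FFPE (11.62, others 10.89 to 11.74), and Lrtm1 and Cyp4a31 are not listed in the FFPE table used here. No explanation was tested for these 3 values, and some of the 14 values are what chance gives.

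The response to DCA differed between preservations for 4 genes, each with an FDR under 0.05 in the test of the difference itself. At 427 mg/kg-d, Serpina1e fell more in FFPE than in FROZ on the log2 scale, a difference of -3.09 (log2 fold changes -5.27 and -2.18; FDR 0.00415, and 0.00108 to 0.00936 over the alternatives), and Serpina1b had a difference of -1.43 (-1.43 and -0.00099; FDR 0.00415, and 4.16e-07 to 0.00414 over the alternatives). The difference lay below that of all controls in 6 of 6 animals for both genes. In 1 of 100 splits of the animals, the real one, 2 or more genes had such an interaction at this dose. Attenuation of abundant probes as the whole cause is argued against. With Serpina1 genes left out, the slope of TempO-Seq FROZ on RNA-Seq fold changes over 15 attenuated genes was 0.871 (95% bootstrap interval over genes 0.71 to 0.95), 0.935 times that over 107 other genes with a mean over 100 CPM (12.7% of random draws of 15 of these were as low), whereas Serpina1e reached 0.503 of its RNA-Seq change. In FFPE the ratio was 0.819 (a share of 0.00320 of draws as low), a compression in the preservation where both genes fell more. Serpina1b is not on the attenuation list. A weaker compression in FROZ is not excluded. For Serpina1e, RNA-Seq of FROZ gives a log2 fold change of -4.34 in the paper's Supplementary Table 3, nearer to the FFPE value than to the FROZ value. TempO-Seq of FROZ may therefore understate the fall of Serpina1e, and Serpina1b is not in that table. Reads shared between paralogs cannot be told apart from this. Serpina1e shares 34.6% of its 50-base windows with other genes, but which bases the probes target was not analysed here.

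At 198 mg/kg-d, Baz1a had an FFPE minus FROZ difference in response of -3.74 (FFPE -3.71, FROZ 0.03; FDR 0.0440, and 0.00934 to 0.0447 over the alternatives), below all controls in 5 of 6 animals. Tmem140 had one of 2.05 (FFPE 2.31, FROZ 0.26; FDR 0.0440, and 0.0400 to 0.138 over the alternatives, the highest with no replicate block), above all controls in 5 of 6 animals. In 9 of 100 splits of the animals 2 or more genes had such an interaction at this dose, so the count is one that a random grouping can give. Other splits gave up to 9 genes. Baz1a was at 0 in 4 of the 6 FFPE libraries of this dose and in 0 of the 6 controls. The numbers of molecules fitted to all genes at 0 give 0.677 such libraries (probability of as many as observed 0.00073). Sampling from few molecules and a loss of another kind cannot be told apart, because Baz1a is 1 gene picked from all for its change. For Tmem140, 0 FFPE control libraries were at 0, so few original molecules and a response to DCA seen in FFPE alone cannot be told apart, because the group at 198 mg/kg-d has, by its median, the most genes at 0.

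Outside the genes that the paper's text discusses, Nr1d1, named after its values were seen, increased by 3.21 on the log2 scale in FROZ at 427 mg/kg-d (FDR 3.91e-13, 6 of 6 animals above all controls), after 1.24 and 2.60 at 198 and 313 mg/kg-d. Dbp increased by 5.19 in FFPE (FDR 6.79e-05) and by 3.13 in FROZ (FDR 4.48e-06), with 6 of 6 animals above all controls in both. Nr1d1 in FFPE increased by 3.43 (FDR 0.0179), which was lost with offsets of 0.1 and 0.0001 and without animal 6 or animal 97 (FDR 0.0566 to 0.795 in these 4). Both genes follow the time of day. Of the clock genes listed, 9 of 12 in FROZ moved in the direction of a phase shift with an FDR under 0.05 at 427 mg/kg-d and 0 in the opposite direction, after 2 and 8 at the lower doses, and in FFPE 0, 1 and 2 of 6. Without Nr1d1 and Dbp, whose increases prompted the test, this held for 1, 6 and 7 of 10 in FROZ from the lowest to the highest dose and for 0 of 4 in FFPE at each dose. The liver expresses these genes, so the list is no marker of another tissue. A dose trend of Nr1d1 was at the smallest permutation p of 1e-05 (Jonckheere statistic, two-sided), which restates its increase, since Nr1d1 was named for it. A difference in time of day at tissue collection may explain the pattern if collection followed dose. A response of the clock to DCA cannot be told apart from it, because the order of collection was not analysed here and both would give the same trend.

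Ehhadh increased by 5.35 in FFPE at 427 mg/kg-d (0.70 ± 0.31 in controls, 6.05 ± 0.61 treated, mean ± SD, n = 6, limma FDR 4.09e-06) and by 4.75 in FROZ (FDR 1.24e-11), with 6 of 6 animals above all controls in both. An artefact of FFPE is argued against by the FROZ libraries, and none of its 50-base windows occurs in another gene. As a response to DCA it was found and tested on the same data.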

How the results depend on the processing

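No test in this part was chosen after its result was seen, but the alternatives said to be added were. The alternative of a count test on whole reads was not run, because as few as 69.9% of the low values in an FFPE library were whole reads. For counts and R2 values at the paper's comparisons, 179 of 222 values under other settings and 156 of 168 values without 1 animal stayed within 1.5 times the count or 1 SD, and 43 and 12 moved. For other results, 452 of 477 and 416 of 420 values kept direction and side of the threshold, and the others were 9 weaker, 3 reversed and 13 moved, and 2 weaker and 2 moved. The call of named genes at 427 mg/kg-d was kept in all 355 model fits over 18 genes in FROZ and in FFPE lost in 10 of 260 over 13 genes, with 0 reversals. Unless a reason is given, the cause was not tested.

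The offset moved most results. With an offset of 0.1, 22 and 467 FROZ genes were DEGs at 198 and 313 mg/kg-d (452 at 313 mg/kg-d with 0.0001), against 12 and 261. R2 over FROZ DEGs was 0.683 and 0.756 at 313 and 427 mg/kg-d with 0.1, and 0.366, 0.537 and 0.563 from the lowest to the highest dose with 0.0001. Over shared DEGs it was 0.870 at 427 mg/kg-d with 0.0001. A smaller offset widens differences between values near 0, of which FFPE libraries hold more, by its construction.

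Against the paper's RNA-Seq values over TempO-Seq FROZ DEGs, R2 was 0.886 and 0.904 at 313 mg/kg-d and 0.899 and 0.898 at 427 mg/kg-d with offsets of 0.1 and 0.0001. Over genes with a 2-fold RNA-Seq change listed in FROZ it was 0.303 at 198 mg/kg-d (0.0001), 0.830 and 0.789 at 313 mg/kg-d and 0.849 and 0.812 at 427 mg/kg-d (0.1 and 0.0001). Over FFPE DEGs it was 0.851 at 313 mg/kg-d (0.0001), and 0.880 and 0.808 at 427 mg/kg-d. Over the 2-fold genes listed in FFPE it was 0.439 and 0.511 at 198 and 313 mg/kg-d (0.0001), and 0.731 and 0.561 at 427 mg/kg-d.

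Other settings of limma moved FFPE counts. Without a variance trend 35 FFPE genes were DEGs at 313 mg/kg-d, against 54, and 89 at 427 mg/kg-d, against 121. The fewest shared genes at 427 mg/kg-d were 60, with an offset of 0.0001, against 84. At 427 mg/kg-d, 232 FFPE genes and 130 shared genes were DEGs with only the 2 groups in the model, and 281 and 150 with array quality weights, against 121 and 84. By their medians, the 427 mg/kg-d and control groups hold the fewest FFPE genes at 0, and the groups that the first of these settings left out hold more. With no replicate block, 1 gene had an interaction of preservation and dose at 198 mg/kg-d and 1 at 313 mg/kg-d, against 2 and 0 with the pairing of animals kept.

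Across the 12 fits that each left out 1 animal, FROZ DEGs at 198 mg/kg-d ranged from 7 (without animal 53, with 6 in place of 10 of them listed in FFPE) to 15, and FFPE DEGs from 2 (without control 5 or 6, or animal 52, 53 or 54) to 34 (without animal 50). Of these 34 genes, 26 decreased. Shared DEGs at this dose ranged from 1 to 3 (without animal 50). FFPE DEGs at 313 mg/kg-d ranged from 38 to 102 (without animal 78). R2 over FROZ DEGs ranged from 0.767 to 0.809 at 313 mg/kg-d, and R2 over shared DEGs at 427 mg/kg-d from 0.912 to 0.935. DEGs at 427 mg/kg-d ranged from 373 to 405 in FROZ and from 94 to 118 in FFPE.

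The number of genes entering benchmark dose modeling in FROZ was 727 with an offset of 0.1, 729 with 0.0001 and 722 with the added offset of 0.0001 reads, against 451. In FFPE it was 132 with adjusted p-values, against 607. The ratio of FROZ to FFPE genes, 0.743, became 1.29, 1.45 and 1.46 with these 3 offsets and 3.29 with adjusted p-values. The median BMD in FFPE, 54.9 mg/kg-d against 153 mg/kg-d in FROZ, became 247 with a linear model alone (FROZ 120), 134 with the residual SD (FROZ 193) and 270 without polynomial models (added, FROZ 217), so that its place below FROZ was reversed in the first and the last.

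Directions reversed for 3 marker genes at 198 mg/kg-d, which had no change past the threshold. With the ratio of mean CPM, Acot3 in FROZ had a log2 fold change of 0.097 and Acot1 in FFPE one of 0.0089, and with an offset of 0.0001 Cyp4a10 in FFPE had one of -1.56. With median-ratio scaling the counts of marker genes higher than controls stayed at 0, 8 and 8 in FROZ and 1, 3 and 5 in FFPE. The other settings run for them keep the order of the animals within a gene and could not change a rank test. Values at 0 limit FFPE more than FROZ (7.57 and 0.316% of values), and the log2 change of a gene at 0 in part of the libraries depends on the offset.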

Differences from the paper's values

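The use of the SD between animals for the percentages of Acot and Cyp genes was chosen only after the result was seen, and no other test in this part was. Of 41 values compared, 15 differ, and reads are given in M. Counts within 1.5 times of each other were not taken as differing, so the other values need not be equal. Not among the 15 are FROZ DEGs at 427 mg/kg-d (535 in the paper, 395 here) and FFPE genes entering benchmark dose modeling (493 and 607). The fold change of Cyp4a14 in FFPE at 198 mg/kg-d (6.5 and 4.15) is not among them either.

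The paper's mean reads per FFPE library are 7.7 M in the dose group with the fewest and 8.4 M in that with the most, and by reads on listed genes these were 3.69 and 5.17 M here. The paper counts mapped reads and the values here leave out removed genes, and none of the alternatives set before the data were examined bears on this. Whether reads on removed genes make up the gap was not tested. The paper shows about 420 FROZ DEGs at 313 mg/kg-d in Fig. 4C, read by eye, against 261 here. Of the alternatives set before the data were examined, offsets of 0.1 (467) and 0.0001 (452) close this gap, and genes with at least 1 CPM (261), genes of both tables (174), median-ratio scaling (254), no variance trend (259), 2 groups (255) and array quality weights (258) do not.

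For TempO-Seq FROZ DEGs against RNA-Seq FROZ, the paper's R2 is 0.995, 0.962 and 0.950 at 198, 313 and 427 mg/kg-d, and it was 0.893, 0.840 and 0.857 here. For FFPE DEGs at 313 and 427 mg/kg-d the paper's values are 0.972 and 0.922, and those here 0.923 and 0.858. For FFPE over RNA-Seq genes the paper's lowest and highest values are 0.767 and 0.902, and those here 0.538 and 0.771. Neither alternative set before the data were examined closes any of these 7 gaps. In the same order, an offset of 0.1 gave 0.895, 0.886, 0.899, 0.935, 0.880, 0.546 and 0.731, and an offset of 0.0001 gave 0.890, 0.904, 0.898, 0.851, 0.808, 0.439 and 0.561. The gene sets are not the same. The paper's values for DEGs are over genes called on both platforms, and those here over all TempO-Seq DEGs with an RNA-Seq value in Supplementary Table 3. The RNA-Seq genes are the paper's RNA-Seq FROZ DEGs there, and here those of Supplementary Table 3 with a fold change above 2. RNA-Seq calls were not used here.

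The paper finds 5 Acot genes that differ between FFPE and FROZ, against 3 here. With no replicate block and with centring on the median difference, the count was 2, so none of the alternatives set before the data were examined closes the gap. For the percentage by which FROZ exceeds FFPE over Acot and Cyp genes, the paper's lowest and highest medians over the doses are 28.3 and 34.0%, against 44.8 and 52.9% here (relative to FROZ). The values here are over the 49 genes listed in both tables, which need not be the paper's set. The SD between the medians of the 6 animals was 9.49 and 14.0% at these 2 doses. The median absolute deviations of 73 and 76% that the paper gives are spreads around the median and were not used as its error. None of the alternatives set before the data were examined bears on this. Group means gave 14.2 and 48.1%, and rescaling CPM to the genes listed in both tables, chosen after seeing the values, 47.1 and 54.6%. The paper's number of FROZ genes entering benchmark dose modeling is 722, against 451 here. Offsets of 0.1 (727) and 0.0001 (729), set before the data were examined, close the gap, and adjusted p-values (434), the moderated F test (470) and genes with at least 1 CPM (451) do not. The paper's ratio of FROZ to FFPE genes is 1.5, against 0.743 here. Offsets of 0.0001 (1.45) and 0.1 (1.29), set before the data were examined, close the gap, and adjusted p-values (3.29), the moderated F test (0.663) and genes with at least 1 CPM (0.743) do not. An offset of 0.0001 reads, chosen after seeing the values, gave 722 FROZ and 493 FFPE genes, the paper's own counts.

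The paper states that TempO-Seq of FROZ samples detected an increase in Acot1 at 198 mg/kg-d. Here its log2 fold change was 0.44 with an exact rank sum p of 0.0411 (two-sided), an FDR of 0.0581 over 8 genes and 3 doses, and 0 marker genes passed at this dose, also with median-ratio scaling. The paper does not state over which genes and doses its FDR was taken. An FDR over fewer tests was not computed here, so the set of tests alone may account for this difference. The paper names Acot2 among the FFPE increases at 313 mg/kg-d, and Acot2 is not listed in the FFPE table used here. The paper counts 6 Acot genes with an FFPE trend, and 5 Acot genes are listed in that table, of which 4 had a trend.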

Other observations

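Among the tests in this part, the trend of genes at 0 with dose, the prediction of genes at 0 across expression levels and both tests of the offset behind Supplementary Table 3 were chosen only after the result was seen.

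Counts of genes were compared with those of 100 splits of the controls and the animals of a dose into 6 and 6, the real one included and the same animals in both preservations. A number of DEGs as large as the real one was found in 1 of 100 splits for FROZ and for FFPE at each of the 3 doses. The largest number among the other splits was 6, 93 and 165 in FROZ and 3, 1 and 8 in FFPE. A number of shared DEGs as large was found in 2 of 100 splits at 198 mg/kg-d and in 1 of 100 at 313 and at 427 mg/kg-d. With 0 genes in the real comparison, the interaction at 313 mg/kg-d was matched in 100 of 100 splits (487 genes at an unadjusted p under 0.05). For the preservation effect (4965 genes), the sign of the difference was flipped for random sets of animals, and 1 of 100 sign patterns, the real one, gave as many genes (at most 3770 in the others). For the benchmark dose filter, 1 of 100 assignments of the doses gave as many genes in FROZ and 1 of 100 in FFPE.

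FFPE gave fewer DEGs than FROZ at 427 mg/kg-d (121 and 395), and 4 explanations were tested. The low-expression filter is argued against as the whole cause, since 278 FROZ genes were DEGs among the genes listed in both tables. Smaller fold changes are argued against, since the slope of FFPE on FROZ over FROZ DEGs was 0.958. Fewer reads are argued against by FROZ libraries thinned at random to the reads of their FFPE pair. Over the genes listed in both tables they gave a median of 280 DEGs (275 to 285 over 10 draws), against 278 without thinning. A larger spread between the FFPE libraries of a dose, beyond that between the mice that gave both preservations, may explain it. Over FROZ DEGs listed in both tables the residual SD in FFPE was 3.76 times that in FROZ (medians 1.32 and 0.35), and 180 of the 192 FROZ DEGs that FFPE did not call changed in the same direction, while 111 of the 192 changed by more than 2-fold.

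Genes at 0 in FFPE libraries were tested against 3 explanations. Fewer reads are argued against, since FROZ libraries thinned to the FFPE reads had 3.20% of the values at 0 that FFPE had. An ordered effect of dose is argued against by the trend (Jonckheere permutation p = 0.321, two-sided). Few original molecules behind the reads were tested by fitting their number to the genes under the median level of a library and predicting the genes at 0 above it. The observed number was 4.64 times the predicted one (median over 24 FFPE libraries, 0 to 40.3 in single libraries). Summed over these libraries it was 2.91 times the predicted one (1117 and 384). By both measures a single number of molecules predicted too few. Sampling of few molecules and a loss that depends less on level cannot be told apart by this, because the authors' filter removed genes with many libraries at 0, which lowers the predicted number. If sampling were the whole cause, the genes at 0 would need 47656 to 321050 molecules per FFPE library. A batch of extraction or ligation was not tested. Whether libraries with more genes at 0 were also further from their FROZ pair cannot be told apart from no relation, because 24 animals are few. The Pearson r within dose groups was -0.276 (permutation p = 0.277, two-sided), and -0.197 without the 2 farthest animals.

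Acot2, Cyp2b9 and Cyp4a31 are listed in FROZ and not in the FFPE table used here. The authors' filter on the geometric mean, with 0.0001 in place of 0 reads, may explain this. Under that filter a gene at 0 in 8 of 24 libraries needs a geometric mean of 100 reads in the others, and in the FFPE table the lowest geometric mean was 1.00 and no gene was at 0 in more than 8 libraries.

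The TempO-Seq FROZ fold changes that the paper lists in Supplementary Table 3 were matched for 711 of 722 genes. After the values were seen, 7 offsets on CPM were scanned (10, 1, 0.1, 0.01, 0.001, 0.0001 and 1e-05), and then an offset in reads was tried. The median absolute difference in log2 fold change was 0.114 with an offset of 1, 0.0137 with 0.1, 1.28e-05 with 0.0001 and 2.10e-06 with 1e-05. It was 1.70e-06 with 0.0001 reads added before CPM, where the largest difference was 0.000373. An offset of 0.0001 reads may therefore be the one behind these listed values, in place of the offset of 1 that the Methods state for benchmark dose modeling. With it 722 FROZ and 493 FFPE genes met the filter, and all 711 matched genes were among the FROZ genes.

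The FFPE minus FROZ difference varied between genes, with a median of 0.17 and 55.8% of the 6591 genes beyond 1 on the log2 scale. Over the 6504 genes with annotated transcripts (98.7%), Spearman's rho of this difference was 0.460 with GC content and -0.0109 with transcript length, so that length is argued against. GC content is 1 of the properties that went with the difference and not the one that went with it most, and its share was not separated from that of other properties of the genes. Genes are not independent replicates, and the GC content of the probes themselves was not analysed here.

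In all fits a BMD could be reached above or below the control level, whatever the change at the highest dose. With all models, FFPE had more modelled genes with a BMD under 198 mg/kg-d than FROZ (400 and 269) and a lower median BMD (54.9 and 153 mg/kg-d). Both reversed with a linear model alone (106 and 339 genes, 247 and 120 mg/kg-d) and without polynomial models, chosen after seeing the values (132 and 156 genes, 270 and 217 mg/kg-d). With an offset of 0.0001 the count reversed and the median did not (341 and 368 genes, 44.0 and 183 mg/kg-d). Over the 143 genes with a BMD in both preservations, the median with all models was higher in FFPE (185 and 77.3 mg/kg-d). Genes passing the filter by chance may explain the median BMD with all models, and part of the count. With random doses at most 486 FFPE genes passed, fewer than the 607 with the real doses. With doses assigned at random, a median of 185 FFPE genes passed (5 in FROZ), and over 20 such assignments the median BMD of the FFPE genes was 50.8 mg/kg-d (32.1 to 198 mg/kg-d in single assignments), which includes the real value. Without polynomial models the median of random assignments was 293 mg/kg-d. FFPE genes that passed in FROZ too had a median of 187 mg/kg-d, and the share of chance genes among them was not tested.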
